# Reproducibility and robustness of high-throughput S1500+ transcriptomics on primary rat hepatocytes for chemical-induced hepatotoxicity assessment^☆^

**DOI:** 10.1016/j.crtox.2021.07.003

**Published:** 2021-08-05

**Authors:** Fan Lee, Imran Shah, Yun Ting Soong, Jiangwa Xing, Inn Chuan Ng, Farah Tasnim, Hanry Yu

**Keywords:** High-throughput transcriptomics, Hepatotoxicity, Rat hepatocytes, Collagen sandwich, TempO-Seq, S1500+ gene set, Gene set enrichment analysis, Hallmark gene set collection, Connectivity mapping

## Abstract

Cell-based *in vitro* models coupled with high-throughput transcriptomics (HTTr) are increasingly utilized as alternative methods to animal-based toxicity testing. Here, using a panel of 14 chemicals with different risks of human drug-induced liver injury (DILI) and two dosing concentrations, we evaluated an HTTr platform comprised of collagen sandwich primary rat hepatocyte culture and the TempO-Seq surrogate S1500+ (ST) assay. First, the HTTr platform was found to exhibit high reproducibility between technical and biological replicates (r greater than 0.85). Connectivity mapping analysis further demonstrated a high level of inter-platform reproducibility between TempO-Seq data and Affymetrix GeneChip data from the Open TG-GATES project. Second, the TempO-Seq ST assay was shown to be a robust surrogate to the whole transcriptome (WT) assay in capturing chemical-induced changes in gene expression, as evident from correlation analysis, PCA and unsupervised hierarchical clustering. Gene set enrichment analysis (GSEA) using the Hallmark gene set collection also demonstrated consistency in enrichment scores between ST and WT assays. Lastly, unsupervised hierarchical clustering of hallmark enrichment scores broadly divided the samples into hepatotoxic, intermediate, and non-hepatotoxic groups. Xenobiotic metabolism, bile acid metabolism, apoptosis, p53 pathway, and coagulation were found to be the key hallmarks driving the clustering. Taken together, our results established the reproducibility and performance of collagen sandwich culture in combination with TempO-Seq S1500+ assay, and demonstrated the utility of GSEA using the hallmark gene set collection to identify potential hepatotoxicants for further validation.

## Highlights

• TempO-Seq assays of rat hepatocytes in collagen sandwich are highly reproducible.
• Gene expression analysis shows S1500+ is representative of the whole transcriptome.
• Connectivity mapping shows consistency between TempO-Seq and Affymetrix data.
• Gene set enrichment shows consistency between S1500+ and the whole transcriptome.
• Gene set enrichment using hallmark gene sets informs hepatotoxicity.

## Introduction

Acute or chronic exposure to drugs and environmental chemicals can result in hepatotoxicity, which is attributed in part to the liver generating reactive metabolites that interact with cellular macromolecules, disrupting their functions and leading to stress (Park et al., 2004, Sturgill and Lambert, 1997). Stress accumulated beyond the liver’s homeostatic capacity can cause necrosis, apoptosis, or autophagy, eventually resulting in liver diseases or even failure (Hinson et al., 2010, Iorga et al., 2017). Assessing the risks of chemical exposure to human health, including the liver, has traditionally been performed through characterizing their effects in animals, which is both resource and time-consuming. Animal-based toxicity testing also has ethical concerns due to the large number of animals required and the distress caused. To address the limitations of animal-based toxicity testing, we recognized a combination of *in vitro* high-throughput assays and computational modeling approaches as the way forward (Kavlock et al., 2018, Krewski et al., 2010).

Part of the vision of toxicity testing using *in vitro* assays is to identify perturbed molecular targets or biological pathways to associate chemicals with adverse outcome pathways (AOPs) (Krewski et al., 2010, Thomas et al., 2019). The U.S. EPA’s ToxCast program and the Tox21 consortium have utilized high-throughput assays to measure changes in biological pathways of relevance to toxicity. To date, the assays implemented in Tox21 cover an estimated 63% of the 1658 distinct human biological pathways (Huang et al., 2019). To broaden the coverage, high-throughput transcriptomics (HTTr) was selected as one of the first tier high-throughput assays for capturing potential chemical hazards in a tiered testing framework for chemical hazard characterization described by the U.S. EPA (Harrill et al., 2019; Russell S Thomas et al., 2019). To increase the throughput and reduce the cost of HTTr data acquisition, a set of approximately 2700 unique genes, called the S1500+ gene set, has been developed as a surrogate to the whole transcriptome (Mav et al., 2020, Mav et al., 2018). Combined with a targeted sequencing platform known as TempO-Seq® (Yeakley et al., 2017), the surrogate S1500+ gene set (Yeakley et al., 2017) has demonstrated comparable performance to established whole transcriptome techniques such as microarray and RNA-Seq in capturing chemical-induced gene expression changes in rat liver (Bushel et al., 2018). TempO-Seq data of differentiated HepaRG cultures has also been shown to be capable of identifying liver injury compounds using benchmark concentration modeling and relevant biological-response pathways using Ingenuity Pathway Analysis (Ramaiahgari et al., 2019).

Gene set enrichment analysis (GSEA) is a powerful method for interpreting genome-wide expression profiles by grouping individual genes into gene sets that represent a specific biological state or process sharing the same chromosomal location or regulatory targets (Subramanian et al., 2005). GSEA is frequently used together with the Molecular Signature Database (MSigDB), which contains over 25,000 gene sets divided into 8 major collections. Notably, the hallmark collection – 50 gene sets that each represent a well-defined biological state or process – offers a concise way of summarizing chemical-induced changes in gene expression (Liberzon et al., 2015). Indeed, GSEA using the hallmark gene set collection has been shown to be capable of detecting chemical- and dose-specific, as well as transient and sustained patterns of transcriptional enrichment in microarray data of rat liver (Dean et al., 2017). Analysis of microarray data from the Open TG-GATEs database by GSEA using gene sets derived from the Reactome pathway database and biclustering has also revealed conserved patterns of chemical-induced transcriptional responses in rat liver and rat and human hepatocytes (El-Hachem et al., 2016).

Although the S1500+ gene set and the hallmark gene set collection were independently developed, both aim to reduce redundancy without compromising on the coverage of biological space. The former achieves this at the gene level and the latter at the gene set level. We reasoned that GSEA of S1500+ genes using the hallmark gene set collection would inform the effects of a chemical on the liver and provide a common pattern of enrichment that represents hepatotoxicity. However, GSEA was originally designed to run on the entire transcriptome (Subramanian 2005), and studies comparing GSEA of the whole transcriptome to that of a subset of genes representing the whole transcriptome are limited. To examine if the S1500+ gene set could produce comparable results as the whole transcriptome in GSEA, we selected sandwich cultured rat hepatocytes as a resource-sparing and scalable model for hepatotoxicity screening, measured gene expression using the TempO-Seq ST HTTr assay, and performed GSEA with the hallmark gene set collection. We chose the collagen sandwich culture configuration amongst a plethora of 2D/3D cultures for balanced operational simplicity/robustness and maintenance of hepatocyte functions for up to a week (De Bruyn et al., 2013, Dunn et al., 1991), and limited chemical treatment to 24 h to achieve a rapid turnaround time and sufficient perturbations in cultured hepatocytes to induce chemical-specific gene signatures (Igarashi et al., 2014).

Since establishing the performance of a high-throughput platform is essential before incorporating the data for chemical risk assessment, the goals of this study were to (1) investigate the intra- and inter-batch reproducibility of the HTTr platform, as well as concordance with external data, (2), compare the TempO-Seq surrogate S1500+ transcriptome (ST) assay with the whole transcriptome (WT) assay in detecting chemical-induced changes at the gene and pathway levels, and (3) identify a general pattern of hallmark gene set enrichment that represents hepatotoxicity. Our results established the performance and reproducibility of the HTTr platform and demonstrated the potential of combining S1500+ high-throughput transcriptomics with hallmark gene set enrichment analysis for hepatotoxicity assessment.

## Materials and methods

### Chemical selection

Fourteen chemicals representing different drug classes were selected from Open TG-GATEs for HTTr by TempO-Seq assays (Table 1). Chemicals were tested at low, middle and high concentrations in Open TG-GATEs, and the ratio between the concentrations was 1:5:25 (Igarashi et al., 2014). The low and high concentrations were included in this study. All of the selected chemicals are pharmaceuticals except for WY14643, which is a peroxisome proliferator-activated receptors (PPARs) agonist that has not been approved for clinical use (Pollinger and Merk, 2017). According to DILIrank, which is a data set that ranks the risk of drugs for causing drug-induced liver injury (DILI) in humans, the selected chemicals include drugs which are classified as most-DILI-concern (acetaminophen, diclofenac, indomethacin, isoniazid, ketoconazole, sulfasalazine and valproic acid), less-DILI-concern (doxorubicin, naproxen, ranitidine and simvastatin), and no-DILI-concern (caffeine and chloramphenicol) (Chen et al., 2016). Importantly, several chemicals were reported in the literature for causing stress or injury in rat liver or hepatocytes, indicating hepatotoxic effects in rodents as well (see references in Table 1). Thus, the selected chemicals were expected to induce diverse transcriptomic responses in primary rat hepatocytes. Indeed, analysis of the Open TG-GATES microarray data demonstrated that the chemicals and associated concentrations differentially perturbed the transcriptome of cultured rat hepatocytes, with the number of DEGs (adjusted *p* < 0.05) ranging from zero (indomethacin and chloramphenicol at the respective low concentrations) to more than sixteen thousand (valproic acid at high concentration) after 24 h of treatment.

**Table 1:** Chemicals and associated concentrations tested in this study. References to chemical-induced liver injury in rodents, and the number of differentially expressed genes (adjusted *p* < 0.05) induced in primary rat hepatocytes after 24 h treatment (n = 3) were shown.

Chemical	Drug Class	DILI concern	References (PMID)	Conc. (μM)	ST		WT	
					Batch 1	Batch 2	Batch 1	Batch 2
Acetaminophen	NSAIDs	Most	22,980,195	400	16	189	103	250
				10,000	1228	1360	6838	8002
Diclofenac	NSAIDs	Most	11,870,366	16	5	45	10	113
				400	1031	1244	5163	6497
Indomethacin	NSAIDs	Most	30,252,991	12	4	68	17	218
				300	447	710	966	3462
Isoniazid	Anti-tuberculosis agents	Most	9,029,273	400	11	59	13	108
				10,000	1167	1354	5822	7272
Ketoconazole	Anti-fungal agents	Most	–	0.6	1	355	0	1070
				15	226	589	673	2166
Sulfasalazine	Anti-infective agents	Most	27,340,618	4	68	228	226	667
				100	775	1002	4112	4972
Valproic acid	Anti-convulsants	Most	15,858,223	400	2	8	2	12
				10,000	585	769	2087	3177
Doxorubicin	Anti-neoplastic agents	Less	23,612,702	0.08	16	100	72	424
				2	706	1044	3307	4948
Naproxen	NSAIDs	Less	30,595,947	80	286	273	1028	950
				2000	792	1043	3800	5115
Ranitidine	Anti-ulcer agents	Less	–	160	12	17	15	20
				4000	986	1217	5461	6218
Simvastatin	Anti-lipemic agents	Less	23,761,184	2.4	125	177	231	311
				60	458	479	1493	1793
Caffeine	CNS stimulants	No	–	400	49	240	299	1307
				10,000	471	676	1945	4787
Chloramphenicol	Anti-infective agents	No	–	18	433	740	1549	2668
				450	929	1232	5045	6796
WY14643	PPARα agonists	–	–	8	732	981	3702	5661
				200	777	941	3670	4664

### Hepatocytes isolation

Hepatocytes were harvested from male Wistar rats (250–300 g, InVivos Pte Ltd, Singapore) based on a modified *in situ* collagenase perfusion method described previously (Seglen, 1976). Animals were handled according to the IACUC protocols approved by the IACUC committee of National University of Singapore. The yield of hepatocytes yields was more than 2 × 10^8^ per rat with greater than 90% viability as determined by trypan blue exclusion assay. Isolated hepatocytes were maintained in William’s medium E supplemented with 1 mg/mL BSA, 0.5 µg/mL insulin, 2 mM L-glutamine, 100 nM dexamethasone, 10 ng/mL EGF, 100 μg/mL streptomycin and 100 U/mL penicillin.

### Hepatocyte culture and chemical treatments in collagen sandwich

To coat collagen on a 96-well plate (Thermo Scientific™ Nunc™), we diluted bovine type I collagen (PureCol®, 3 mg/mL, Advanced BioMatrix) with equal volume of 0.01 M HCl and dispensed 80 µL of the diluted collagen solution to each well. After 3 h of incubation at 37 °C, the collagen solution was removed and the wells were washed with 100 µL of PBS twice. Collagen-coated plates were either immediately seeded with cells or stored at 4 °C in PBS for at most 3 days. On the day of cell seeding, 50 µL of culture medium was added to the wells followed by 50 μL of hepatocyte suspension (5 × 10^5^ cells/mL), the latter was placed in a reagent reservoir and transferred using a multi-channel pipette fitted with wide-bore tips. The reagent reservoir was gently rocked between each withdrawal to prevent hepatocytes from settling. After cell seeding, the plate was left undisturbed for 5 min before transferring to a cell culture incubator at 37 °C and 5% CO_2_. The cells were allowed to attach to the collagen-coated surface for 3 h, then the medium was removed and the wells were washed with PBS once to remove any unattached cells or cell debris. Next, 100 μL of collagen solution (0.1 mg/mL in culture medium) was added for forming the top collagen layer. The collagen solution was prepared by first neutralizing 280 µL of stock collagen (3 mg/mL) with 210 µL 1X PBS, 35 µL 10X PBS and 35 µL 0.1 M NaOH, then 0.5 mL of the neutralized collagen was mixed with 7 mL of chilled culture medium. After overnight incubation (16 h), a collagen overlay was formed and the spent medium was replaced with 100 µL of fresh culture medium. Cells were incubated for an additional day before chemical treatment. Care was taken during the removal and addition of culture medium to avoid disturbing the collagen overlay. On the day of treatment, the spent medium was replaced with 100 µL of fresh medium containing chemicals. All treatments were performed in culture medium containing 0.5 % DMSO for 24 h. Each treatment condition was tested in triplicates to examine technical reproducibility. To avoid edge effects due to different rate of evaporation, only the inner 60 wells were used while the remaining 36 perimeter wells were filled with 200 µL of RNAse-free water. Two identical sets of chemically-treated hepatocytes were prepared, one for cell viability assay and the other for TempO-Seq assay. The entire experiment was performed twice using hepatocytes isolated from different individuals in order to examine reproducibility between biological replicates.

### Cell viability assessment

Cell viability was determined using the CellTiter-Glo® luminescent assay, which quantifies the amount of ATP from metabolically active cells. After 24 h of chemical treatment, the spent medium was removed and 200 µL of assay reagent containing equal volume of CellTiter-Glo reagent and cell culture medium was added to the wells. After incubating the plate at r.t. for 10 min to stabilize the luminescence signal, 180 µL of the assay reagent was transferred to a black 96-well plate and luminescence was read using a Tecan M500 microplate reader. Cell viability was expressed as percentage of luminescence intensity of treatment group relative to vehicle control (0.5 % DMSO).

### TempO-Seq transcriptomics assay

To prepare samples for TempO-Seq, we removed the spent medium after 24 h of chemical treatment and washed the wells with 100 µL of PBS twice. Then the cells were lysed by adding 20 µL of 1X TempO-Seq lysis buffer (BioSpyder) in PBS. The plates were incubated at r.t. for 10 min and sealed with Nunc™ Sealing Tapes prior to storage at −80 °C until shipment. Samples were shipped frozen on dry ice to BioSpyder Technologies, Inc. (Carlsbad, CA, USA), where libraries and targeted sequencing of the S1500+ surrogate gene set (ST: 2654 probes; version 1.2) and the whole transcriptome (WT: 22,253 probes; version 1.0) were performed. Briefly, 2 μL of each sample lysate was hybridized with detector oligos from the TempO-Seq rat ST or WT assay, with 1 h hybridization period for the ST assay and overnight for the WT assay. After ligation and nuclease digestion, the ligated products were added into an amplification mix with sample-specific PCR primer pairs, which include the standard Illumina adaptor and a sample-specific barcode sequence. Amplicons were pooled and purified using a PCR clean-up kit (Macherey-Nagel, Mountain View, CA, United States). Sequencing was performed on an Illumina HiSeq 2500 system with both ST and WT libraries included in the same sequencing run. Reads were de-multiplexed using Illumina’s bcl2fastq software version 2.20 into FASTQ files for each sample. Reads were aligned to reference genome (rn6) using STAR aligner version 2.5.3a allowing 2 mismatches. The Tempo-SeqR package (BioSpyder Technologies, Inc., version 1.0) was used to generate read counts data. FASTQ files and read counts data have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) (GSE152128).

### Analysis of read counts

All probes in the TempO-Seq assays were included for calculating the total number of read counts, the percentage of probes with zero read count, and the correlation of read counts between technical or biological replicates. Normalization and pre-filtering were not performed for these calculations and the raw read counts data were used. For correlation of read counts, a Pearson correlation coefficient was calculated for each replicate in comparison to the other two replicates form the same batch of samples (between technical replicate 1 and 2, 1 and 3, and 2 and 3), resulting in three correlation coefficients for each treatment. In addition, Pearson correlation coefficients were calculated between replicates from different batches of samples (between replicate 1 of batch 1 and 2, replicate 2 of batch 1 and 2, and replicate 3 of batch 1 and 2) to give the correlation coefficients between biological replicates. For visualization of batch effect by PCA plot, probes with less than an average of ten counts across samples from both batches were excluded from analysis and read counts were normalized by DESeq and varianceStabilizingTransformation (vst) functions of the DESeq2 package (Love et al., 2014).

### Differential gene expression analysis

Probes with less than an average of ten counts across samples from both batches were removed from the count matrix. The resulting count matrix was used as input in the DESeq2 R package to identify differentially expressed genes relative to vehicle control. Probes with adjusted *p* value of<0.05 were considered as differentially expressed. For comparison of DEGs between biological replicates, differential gene expression analysis was independently performed for each batch of samples. For comparisons of DEGs between ST and WT assays and gene set enrichment analysis (GSEA), read counts of gene isoforms were combined by addition to produce one read count per gene, and then differential gene expression analysis was performed with batch correction.

### Gene set enrichment analysis (GSEA)

GSEA was performed using the fgsea R package (Sergushichev, 2016) and the hallmark (h.all.v7.0.symbols.gmt) from MSigDB (Subramanian et al., 2005). Gene symbols and corresponding statistics from DESeq2 analysis were used as input for fgsea analysis with 1000 permutations.

### Connectivity mapping

The inter-platform reproducibility of the TempO-Seq HTTr profiles was evaluated by comparison with the Open TG-GATEs database (Igarashi et al., 2014). using connectivity mapping (Lamb, 2007, Musa et al., 2017). The Open TG-GATEs rat hepatocyte data set was downloaded from ArrayExpress (Athar et al., 2019) under accession number E-MTAB-797 (available from https://www.ebi.ac.uk/arrayexpress/experiments/E-MTAB-797/). Raw CEL files for each treatment, generated using the Affymetrix GeneChip Rat Genome 230 2.0, were normalized using robust multiarray average (RMA) (Irizarry et al., 2003). The difference between the log2 normalized intensity values for 18,894 transcripts for each treatment were compared with matched controls to calculate the average log2 fold-change (L2FC) profiles across 12,962 genes. Probes in each L2FC profile were mapped to genes using the Affymetrix Rat Genome 230 2.0 Array annotation obtained from Ensembl Release 102 (Yates et al., 2020). This resulted in a reference transcriptomic database containing 1,177 profiles associated with 131 chemical treatments at 3 concentrations and 3 time points (2, 8 and 24 h). The L2FC profiles for the TempO-Seq arrays (ST and WT) were used to generate the gene set “signatures” of the 100 to 1000 most up- and down-regulated genes (using a step size of 100). The signatures for each treatment were compared with profiles in the reference database using five different connectivity scoring algorithms including: gene set total enrichment score (gtes) (Iorio et al., 2009, Mootha et al., 2003, Subramanian et al., 2005), extreme cosine (xc) score (Cheng et al., 2014), Spearman correlation coefficient (xcs), Pearson correlation coefficient (xcp) and signed Jaccard index (sji) (Z. Wang et al., 2016). In addition, we also evaluated the impact of restricting the reference profile length to the 1000 to 6000 (which is close to the entire set of genes in the array) most up- and down-regulated genes using a step size of 1000. For each of the 14 chemicals, the rank of the correct hit (based on chemical identity) was identified by connectivity mapping between the signatures from the TempO-Seq data and profiles from the Open TG-GATEs data. The ranks for all chemicals were aggregated across ST and WT data, signature length, profile length and connectivity scoring algorithms to calculate the fraction of chemicals for which the correct hit was also the highest scoring match (Fr1) and the fraction of chemicals for which the correct hit was in the top 5 and 10 highest scoring matches (Fr5 and Fr10, respectively).

## Results

In this study, primary rat hepatocytes were maintained in collagen sandwich in 96-well plates and treated for 24 h with a panel of 14 chemicals at two different concentrations, totaling twenty-eight treatments (Table 1). The chemicals, associated concentrations and treatment duration were selected from Open TG-GATEs, in which the highest concentration for soluble compounds was defined as the concentration yielding an 80–90% relative survival ratio through DNA quantification, whereas for poorly soluble compounds the highest concentration was defined as the maximum solubility in vehicle (up to 0.5% DMSO) (Igarashi et al., 2014). Herein, the viability of rat hepatocytes after 24 h of exposure to chemicals was measured by ATP quantification, which is an indicator of metabolically active cells. Viability was found to be greater than 80% for all treatments except indomethacin (78.1%) and valproic acid (74.3%) at the respective high concentrations (Supplementary Table 1). Thus, the majority of treatments were non-toxic to primary rat hepatocytes and unspecific gene signatures associated with cell death could be avoided.

### Evaluating technical and biological reproducibility of the HTTr platform

Establishing the reproducibility of a high-throughput platform is a prerequisite in incorporating the acquired data for regulatory risk assessment; hence the first objective of this study is to evaluate the reproducibility of TempO-Seq® data of primary rat hepatocytes in collagen sandwich culture. To examine the reproducibility between technical replicates, each chemical treatment was performed in triplicate in three adjacent wells on the same multi-well plate. To examine biological, or batch-to-batch, reproducibility, the entire experiment was repeated using rat hepatocytes isolated from another individual with library construction and sequencing independently performed from the first batch of samples.

We first analyzed the read count data to establish a general trend of platform performance. 

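The counts came from primary rat hepatocytes treated for 24 h with each of the 14 chemicals at 2 concentrations, in 3 wells per treatment and batch. The hepatocytes of batch 2 came from another rat, so the 3 wells of a treatment are technical replicates and the batches are the only biological replicates. Batch 1 had 3 wells with vehicle (0.5% DMSO) and 3 with culture medium alone, and batch 2 had 6 of each. In TempO-Seq, detector oligos that anneal side by side on a transcript are ligated and sequenced, so a read stands for a ligated probe and not for a position along the gene. Lysate of every well was run by the ST assay, with the 2654 probes of the S1500+ gene set, and by the WT assay, with 22253 probes, which gave 186 libraries per assay. The authors aligned the reads with STAR and deposited the number of reads per probe and well, without normalization. These counts were used as deposited, over all probes, for the read depth, the share of probes with 0 counts and Pearson's r between wells. In batch 1 of the ST assay, a well had between 558190 and 2009222 reads (median 1162749) at low concentrations, between 583036 and 1994347 (median 1112596) at high concentrations, between 1187060 and 1373676 (median 1187483) with vehicle and between 882871 and 1695479 (median 1000080) with medium alone. The corresponding ST wells of batch 2 had 998176 to 2058759 reads (median 1602270), 1113365 to 2210264 (median 1524631), 984283 to 1643796 (median 1284011) and 1336941 to 1607521 (median 1528400). By WT assay, the wells of batch 1 had 2709504 to 8948654 reads (median 6151786) at low concentrations, 3639634 to 8112359 (median 6209344) at high concentrations, 5492941 to 8264980 (median 5599923) with vehicle and 6858590 to 8601738 (median 7053495) with medium alone. Those of batch 2 had 4346291 to 8488346 (median 7181716), 6208759 to 8975207 (median 7476986), 5788931 to 7199877 (median 6758144) and 2289425 to 7818048 (median 6781631). The counts are of reads and not of single molecules. Confidence intervals given for shares of probes treat the probes as independent draws, which they are not. They carry no error between wells or animals. Simvastatin's low concentration is 2.4 µM in the sample labels and in Table 1, the value used here, and 2 µM in Supplementary Table 1.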

The read depth (millions) of samples ran by ST assay ranged from 0.6 to 2.0 (mean = 1.2 ± 0.3) and from 1.0 to 2.2 (mean = 1.6 ± 0.3) for batch 1 and 2, respectively (Fig. 1a). 

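Over the 90 ST wells of batch 1, controls included, the read depth was 1.22 ± 0.345 M reads (SD), from 0.558 to 2.01 M. The 96 ST wells of batch 2 had 1.57 ± 0.264 M reads (SD), from 0.984 to 2.21 M. Leaving out the control wells moved the mean of batch 2 most, to 1.60 M over 84 wells.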

For samples ran by WT assay, the read depth ranged from 2.7 to 9.0 (mean = 6.2 ± 1.2) and from 4.4 to 9.0 (mean = 7.3 ± 0.9) for batch 1 and 2, respectively (Fig. 1a). 

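By WT assay, the 90 wells of batch 1 had 6.27 ± 1.23 M reads (SD), from 2.71 to 8.95 M. In batch 2, the mean over 96 wells was 7.18 ± 0.977 M (SD), from 2.29 to 8.98 M. The shallowest of these was a well of culture medium alone. Over the 84 treated WT wells of batch 2, the read depth was 7.28 ± 0.862 M (SD), from 4.35 to 8.98 M.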

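When the 3 wells of a treatment were averaged, the mean read depth was higher in batch 2 for 26 of the 28 treatments in the ST assay and for 22 of 28 in the WT assay. The batches were prepared and sequenced once each, so there is no replicate of a batch to test this difference against.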

Compared with samples in batch 1, the overall read depth was higher for samples in batch 2. Compared with WT assay, the read depth is approximately 5X lower for ST assay as it targets a smaller number of genes. It was observed that a significant fraction of probes has zero read count (Fig. 1b). 

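The mean read depth by WT assay was 5.12 times that by ST assay in batch 1 and 4.57 times in batch 2.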

In batch 1, the fraction of probes with zero read count averaged 17.5 ± 1.8% per sample for ST assay, while up to 38.1 ± 1.4% of probes has zero read count for WT assay. 

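Across the 90 wells of batch 1, 17.5 ± 1.81% (SD) of the ST probes had 0 counts, with single wells between 13.8% and 21.7%. The corresponding share of the WT probes was 38.1 ± 1.42% (SD), from 34.2% to 41.6%.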

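In the 96 wells of batch 2, the share of probes with 0 counts was 16.9 ± 1.47% (SD) for ST assay and 37.3 ± 1.88% (SD) for WT assay. The batch means differed by less than the SD between wells in both assays, and the mean over the wells of a treatment was lower in batch 2 for 21 of 28 treatments in each. When the wells of batch 2 were randomly thinned to the median depth of batch 1, a comparison chosen after seeing the data, the share of probes with 0 counts rose to 18.4 ± 1.31% (SD) for ST and 37.98 ± 1.71% (SD) for WT.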

A marginal decrease in the fraction of probes with zero read count was observed for samples in batch 2 compared to batch 1, which was attributed in part to the higher read depth that increased the sensitivity of detecting lowly expressed genes. 

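A single ST probe of 2654 (0.0377%) and 427 WT probes of 22253 (1.92%) had 0 counts in every one of the 186 wells. A mean of at least 10 counts over these wells, the filter applied before differential expression, was reached by 1781 ST probes and 10689 WT probes.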

Further analysis showed that the fractions of probes which consistently have zero read count across all samples from both batches were 0.04 and 1.9% for ST and WT assay, respectively.

**Fig. 1:**
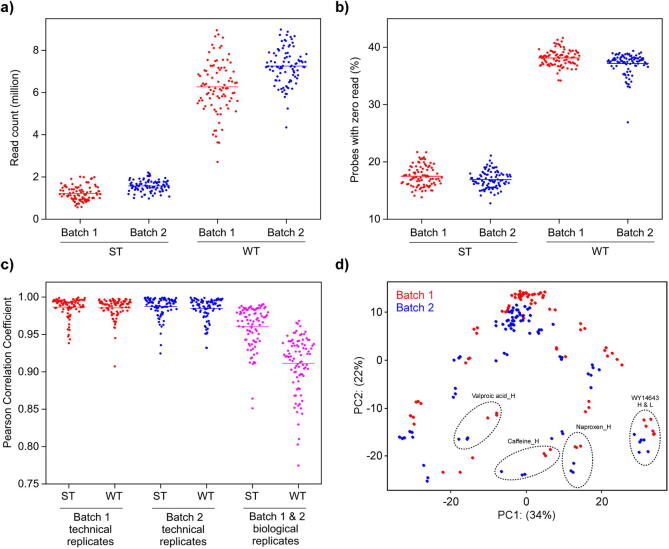
Summary of read count data. Each dot represents (a) the read count of a sample in millions, (b) the percentage of probes with zero read count, and (c) Pearson correlation coefficient of read counts between technical replicates within the same experiment or between biological replicates from two independent experiments. Lines indicate the mean values. (d) PCA plot of variance stabilized counts of samples ran by ST assay; each dot represents one sample. The high and low doses of each chemical are signified by H and L, respectively.

Pearson correlation of read counts was performed to assess reproducibility between technical replicates within the same batch of samples and between biological replicates from different batches of samples. 

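The 3 pairs of wells of each treatment gave 84 values of r per assay and batch, each across all probes of the assay. For ST assay, the lowest r between technical replicates was 0.938 in batch 1, with a median of 0.990, and 0.925 in batch 2, with a median of 0.992. For WT assay, the lowest r was 0.907 in batch 1 (400 µM caffeine) and 0.932 in batch 2 (16 µM diclofenac), with medians of 0.990 and 0.988. Since raw counts let the most abundant probes dominate r, it was also calculated without the 10 probes with the highest mean count, where the lowest technical values were 0.930 and 0.926 for ST and 0.925 and 0.941 for WT.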

Regardless of the batch or the type of assay, correlation coefficients of read counts between technical replicates were above 0.90 for the various treatments (Fig. 1c). 

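Wells of the same treatment and number were compared between the batches, which gave 84 pairs per assay. For ST assay, r ran from 0.851 (450 µM chloramphenicol) to 0.990 with a median of 0.969, and for WT assay from 0.775 (2 µM doxorubicin) to 0.968 with a median of 0.922. On log2(count + 1), the alternative that moved the lowest r most, it was 0.962 for ST and 0.970 for WT. Without the 10 most abundant probes, the lowest r was 0.814 for ST and 0.891 for WT, and the medians were 0.921 and 0.953.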

Correlation coefficients between biological replicates were generally lower than between technical replicates with values ranging from 0.85 to 0.99 for ST assay and 0.77 to 0.97 for WT assay (Fig. 1c). For correlation between read counts of different chemicals, stronger correlations were typically observed between low concentration samples than high concentration samples, which presumably were due to low concentration treatments inducing weak transcriptomic responses that resembled each other (Supplementary Figs. 1 and 2). 

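Between the 14 chemicals there are 91 pairs per concentration level, and r of a pair was averaged over the pairings of their wells within a batch. In the ST assay, mean r was 0.959 ± 0.0500 (SD over pairs) at low and 0.820 ± 0.112 at high concentrations in batch 1, and 0.953 ± 0.0580 and 0.790 ± 0.131 in batch 2. The WT assay gave 0.944 ± 0.0588 at low and 0.818 ± 0.0841 at high concentrations in batch 1, and 0.944 ± 0.0556 and 0.809 ± 0.0842 in batch 2. The low concentrations had the higher r in 87 and 86 of the 91 pairs by ST and in 85 and 87 by WT. Pairs that share a chemical are not independent, so the levels were exchanged within chemicals in all 16384 ways. This exact permutation test (two-sided) gave p = 0.00293 and 0.00281 for ST in batches 1 and 2 and p = 0.00586 and 0.00171 for WT. From the higher r at low concentrations, the paper proposes that these treatments induced weak responses that look alike.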

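Variance-stabilized counts of 1781 ST probes were placed on principal components over all 186 wells. The first 3 components held 27.1%, 20.4% and 10.9% of the variance. Batch accounted for 1.52% of the variance along PC1, 0.614% along PC2 and 90.9% along PC3. With the 500 most variable probes in place of all tested ones, PC1 and PC2 held 33.4% and 22.3%.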

PCA plot of variance-stabilized counts illustrated batch-to-batch variations as evident by the separation of biological replicates from the two batches of samples (Fig. 1d). 

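Averaged over the pairs of a treatment, r between biological replicates was below r between technical replicates for 26 of 28 treatments in the ST assay and for all 28 in the WT assay. On the plane of PC1 and PC2 for ST, the median distance between the batches of a treatment was 4.75 against 1.78 between its technical replicates, and the batches were the farther apart for each of the 28 treatments. Each batch is one rat, one library preparation and one sequencing run, so these sources cannot be separated.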

Overall, the results indicated that the HTTr platform exhibited high reproducibility between technical replicates and variability in cell source and/or sequencing run contributed to the decreased reproducibility between biological replicates.

Next, differential gene expression analysis was independently performed for the two batches of samples. A number of observations were made by comparing the number of DEGs between different assays, batches and treatments (Table 1). 

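Each batch and assay was fitted by itself with edgeR's quasi-likelihood test on the deposited counts, after TMM normalization, with every treatment compared with the vehicle wells of its batch. DEGs are probes with a Benjamini-Hochberg adjusted p under 0.05 among the 1781 ST or 10689 WT probes tested. The 3 wells of a treatment come from one rat, so within a batch this test compares wells and not animals. In counts simulated from these wells, 85% of the 200 probes changed 2-fold were recovered for ST and 75% for WT, and a group with no change gave 0 calls. The simulated wells were drawn independently, without a deviation shared by a group of wells, so these 0 calls do not cover such a deviation. Between the 3 vehicle wells of plate 2 and the 3 of plate 3 in batch 2, 8 ST and 1327 WT probes were DEGs. DESeq2, the package the paper used, was run as an alternative.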

First, it was observed that the number of DEGs varied between treatments with 0.6 µM ketoconazole of batch 1 inducing the least number of DEGs (1 and 0 for ST and WT assay, respectively) and 10 mM acetaminophen of batch 2 inducing the greatest number of DEGs (1360 and 8002 for ST and WT assay, respectively). 

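The number of DEGs ran from 0 to 1251 by ST assay and from 0 to 7304 by WT assay in batch 1, and from 6 to 1384 by ST assay in batch 2, where the fewest by WT assay were 6.
The fewest were found with 0.08 µM doxorubicin in batch 1, with 0 DEGs in both assays, where 18 ST and 158 WT probes had an unadjusted p under 0.05.
Treatment with 0.6 µM ketoconazole gave 7 ST and 45 WT DEGs in batch 1 and 80 and 323 in batch 2.
With 10000 µM acetaminophen, the WT DEGs were the most of any treatment in both batches, and the ST DEGs numbered 1376 in batch 2, where 400 µM diclofenac gave the 1384 that were the most.
Of these DEGs of acetaminophen in batch 2, 659 by ST were higher than in vehicle, and by WT 3916 were higher and 4030 lower.
Requiring an absolute L2FC of at least 1 moved the counts of this treatment most, to 849 ST and 4498 WT DEGs in batch 2.

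**Figure D1:**
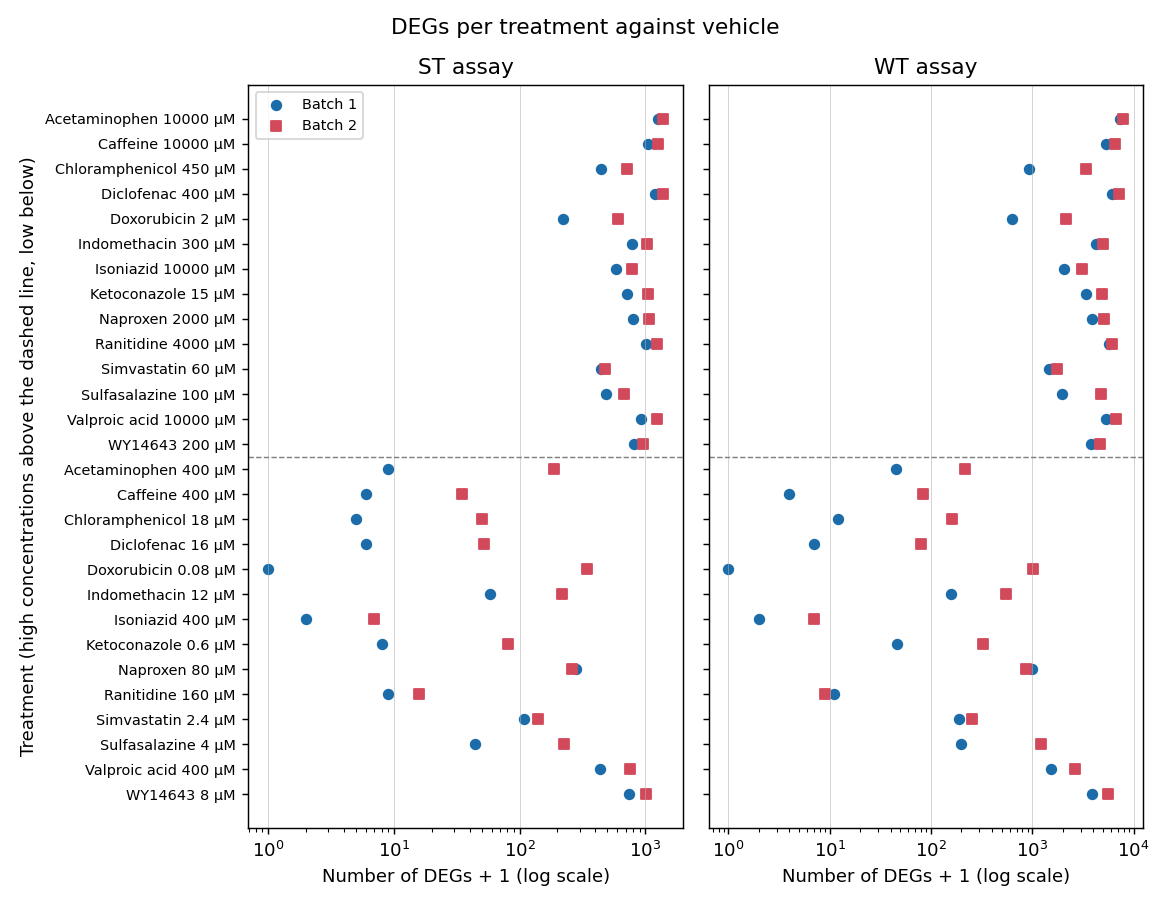
Number of DEGs plus 1 (log axis) for each of the 28 treatments in the ST assay and the WT assay. Circles are batch 1 and squares batch 2, each point standing for one comparison of 3 treated wells with the vehicle wells of the batch, with the high concentrations above the dashed line and the low ones below it. The lowest points are the 0 DEGs of 0.08 µM doxorubicin in batch 1.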

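In 51 of the 56 combinations of treatment and batch, fewer DEGs were found by ST assay than by WT assay. At low concentrations, the median number was 8 by ST and 44.5 by WT in batch 1, and 163 and 287.5 in batch 2. At high concentrations, the medians were 793 and 3865 in batch 1 and 1041 and 4938.5 in batch 2.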

Second, the number of DEGs detected by ST assay was lower than WT assay, which was expected as the ST assay targets a smaller number of genes. 

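Batch 2 had more DEGs than batch 1 for 27 of the 28 treatments by ST assay and for 26 of 28 by WT assay. The batches also differ in the number of vehicle wells and in read depth. When batch 2 was compared only with the 3 vehicle wells on the plate of the treatment, 24 ST and 26 WT treatments still had more DEGs in batch 2, and when its wells were thinned to the median depth of batch 1, 27 and 26 did.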

Third, for the same chemical treatment, batch 2 generally had more DEGs compared to batch 1. Lastly, high drug concentrations typically resulted in more DEGs compared to low drug concentrations, except for WY14643 that had a similar number of DEGs at both concentrations.

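In batch 1, all 14 chemicals had more DEGs at the high concentration by ST assay and 13 of 14 by WT assay, and in batch 2 it was 13 of 14 in both. WY14643 at 8 µM gave 740 ST and 3916 WT DEGs in batch 1 and 1004 and 5649 in batch 2. At 200 µM, it gave 809 and 3807 DEGs in batch 1 and 964 and 4661 in batch 2, which is 1.09 and 0.972 times the number at 8 µM in batch 1 and 0.960 and 0.825 times in batch 2.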

Reproducibility of differential gene expression was evaluated by determining the fraction and correlation of DEGs that overlapped between the two batches of samples (biological replicates). It was found that treatment with high concentrations of drugs typically produced a more reproducible transcriptomic signature than treatment with low concentration of drugs. For example, the fraction of overlapping DEGs between the two batches of acetaminophen-treated samples ran by ST assay increased from 4% at 400 µM to 75% at 10 mM (Fig. 2a). 

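The share of the union of both batches' DEGs that was called in both had a median of 14.1% at low and 57.5% at high concentrations by ST assay. All 14 chemicals had the larger share at the high concentration. By ST assay the shares ran from 0% to 58.8% at low and from 25.6% to 76.1% at high concentrations. Requiring also an absolute L2FC of at least 1 moved the median at low concentrations most among the settings that keep all wells, to 20.0%, with 55.1% at high concentrations.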

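For 400 µM acetaminophen by ST assay, 8 probes were DEGs in batch 1 and 186 in batch 2, and 4 of the union of 190 were shared, which is 2.11% (95% Wilson interval 0.822% to 5.29%). At 10000 µM, 1135 of 1492 were shared, or 76.1% (73.8% to 78.2%). L2FC of these 1135 probes had r = 0.950 between the batches, and 16 of them went in opposite directions.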

The fraction of overlapping DEGs with increasing treatment concentration was also observed for samples ran by WT assay (Fig. 2b). 

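For WT assay, the median share was 8.97% at low and 51.7% at high concentrations, again larger at the high concentration for all 14 chemicals. With acetaminophen it rose from 2.76% (7 of 254 probes, 95% Wilson interval 1.34% to 5.58%) to 75.1% (6542 of 8708, 74.2% to 76.0%). The lowest share at a high concentration was 21.3%, for 2 µM doxorubicin, and the highest at a low concentration was 50.5%, for 8 µM WY14643.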

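For each high concentration treatment, r was calculated across the DEGs shared by both batches, which are not independent of each other. The lowest r was 0.909 by ST assay (10000 µM isoniazid, 443 DEGs) and 0.915 by WT assay (4000 µM ranitidine, 4259 DEGs). Across all probes tested, whether called or not, the lowest r was 0.690 by ST (450 µM chloramphenicol) and 0.669 by WT (100 µM sulfasalazine).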

Pearson correlation coefficients of L2FC values of overlapping DEGs were above 0.9 for high concentration treatments in both ST (Fig. 2c) and WT assay (Fig. 2d). In contrast, some low concentration treatments had no overlapping DEGs, others had a lower correlation coefficient compared to the high concentration counterpart, and one treatment had a negative correlation coefficient (18 µM chloramphenicol ran by ST assay) (Fig. 2c, d). It is worth mentioning that some genes were differentially expressed in the opposite direction as treatment concentration increased from low to high (Supplementary Fig. 3), which underscores the importance of testing multiple concentrations in order to establish dose-dependent transcriptomic signatures. 

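At low concentrations, 0.08 µM doxorubicin shared no DEG between the batches in either assay, as batch 1 had none. At least 3 DEGs were shared by 9 low concentration treatments in the ST assay and 10 in the WT assay, and r was below that of the high concentration for 6 and 5 of these. None of these r was negative, and the lowest were 0.709 by ST and 0.293 by WT, both for 160 µM ranitidine with 3 shared DEGs. For 18 µM chloramphenicol by ST assay, 4 probes were DEGs in batch 1 and 49 in batch 2, and the 2 that were shared are too few for an r. These 2 went in the same direction in both batches, and r across all 1781 probes was 0.0211.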

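By WT assay in batch 2, 1122 of the probes that were DEGs at both concentrations, summed over the 14 chemicals, had L2FC of opposite sign (11.8%, 95% Wilson interval 11.2% to 12.5%). Valproic acid had the most, with 764 of 1899 shared DEGs (40.2%) and r = 0.265 across them. For diclofenac 52 of 66 were opposite (r = -0.375) and for ranitidine 5 of 6 (r = -0.475), while for WY14643 it was 5 of 3927. Both concentrations were compared with the same vehicle wells, which alone makes their L2FC correlate. Simulated pairs of unchanged groups against these wells had a mean r of 0.331 across all WT probes of batch 2 and shared 0 DEGs, against an observed median over the chemicals of 0.305.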

Besides concentration, reproducibility of differential gene expression also depended on the potency of a drug in perturbing the transcriptome of rat hepatocytes. For instance, at 400 µM, diclofenac induced 5X more DEGs than caffeine as detected by ST assay (Table 1, batch 2), and had 71% of overlapping DEGs between biological replicates compared to 2% of caffeine (Fig. 2a, b).

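Diclofenac at 400 µM gave 40.7 times the 34 ST DEGs that caffeine gave at the same concentration in batch 2. Between the batches, 1087 of 1492 DEGs of diclofenac were shared (72.9%, 95% Wilson interval 70.5% to 75.1%), against 1 of 38 DEGs of caffeine (2.63%, 0.466% to 13.5%). From the overlap at high and low concentrations, and from this pair of drugs at one concentration, the paper reasons that the reproducibility of DEGs depends on both the concentration and the potency of a drug.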

**Fig. 2:**
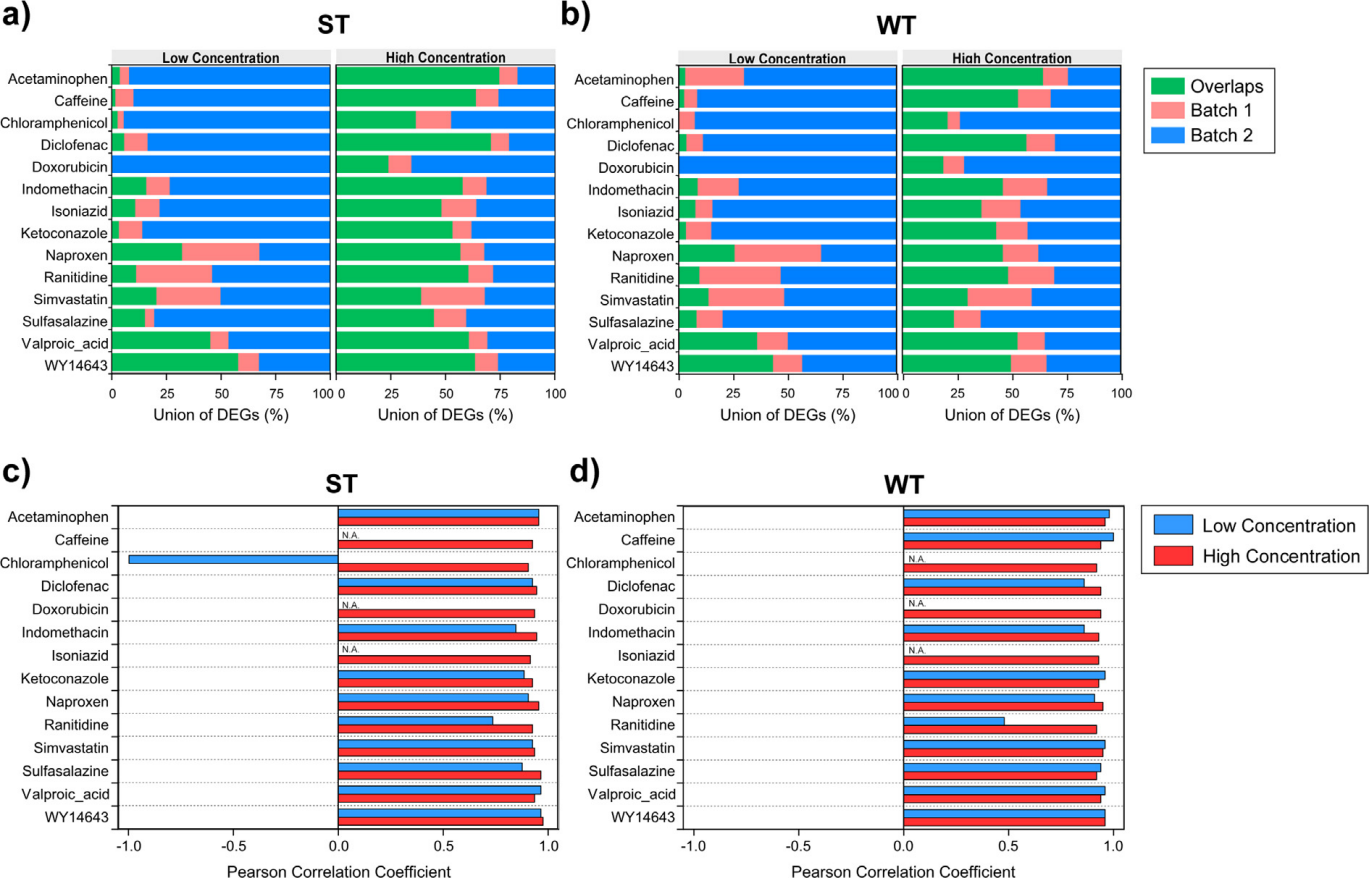
Reproducibility of differential gene expression between biological replicates. Fraction of DEGs (adjusted *p* < 0.05) identified in both batches (overlaps) or exclusively in batch 1 or 2 for (a) ST and (b) WT. Pearson correlation coefficients of L2FC of overlapping DEGs between biological replicates for (c) ST and (d) WT.

### Evaluating inter-platform reproducibility by connectivity mapping

The second objective of this work is to evaluate inter-platform transcriptomic reproducibility by comparing TempO-Seq ST and WT data generated in this study with Affymetrix rat GeneChip 230 2.0 data produced by the Open TG-GATEs project (Igarashi et al., 2014). The gene signatures for each of the chemical treatments from the ST and WT profiles were searched against the 1177 Open TG-GATES profiles using five different connectivity-scoring algorithms. As an illustrative example, connectivity mapping results for the 200 most up- and 200 down- regulated (nq = 200) ST gene signature for the 400 µM valproic acid treatment with the 1000 up- and down-regulated genes (nr = 1000) in the reference profiles are shown in Table 2. Using the sji algorithm for connectivity-scoring, the highest-scoring match for 400 µM valproic acid was the identical treatment of 400 µM valproic acid treatment for 24 h (valproic-acid-400.00uM-24 h-rn-hep-e-mtab-797). The second-highest scoring match was also with valproic acid but for a treatment concentration of 2000 µM for 24 h (valproic-acid-2000.00uM-24 h-rn-hep-e-mtab-797). Using gtes for connectivity-scoring also produced the top two “hits” with valproic acid; however, the reference profile for the 2000 µM 24 h valproic acid treatment produced a greater score than the 400 µM 24 h valproic acid treatment. The best hit using xc algorithm was for the 300 µM 24 h clofibrate treatment (clofibrate-300.00uM-24 h-rn-hep-e-mtab-797) and the 400 µM 24 h valproic acid treatment was the second hit. The correct chemical was identified as the hit for sji, gtes and xcp, and as top five hits for xc and xcs. Based on our connectivity mapping analysis, the valproic acid gene signature (nq = 100) was highly reproduced between the TempO-Seq ST and Open TG-GATES platforms. We systematically analyzed the connections between the ST and WT profiles for all treatments using different signature lengths, profile lengths, and connectivity-mapping algorithms, and our results are provided as supplemental material (Supplementary Table 2).

**Table 2:** Connectivity between TempO-Seq ST gene signature (400 µM of valproic acid) and the TG-GATEs Affymetrix profiles. Connectivity analysis was performed by querying the top 200 up- and down-regulated genes of the TempO-Seq signature against the top 1000 up- and down-regulated genes in the reference profile using five different connectivity-mapping algorithms including: signed Jaccard index (sji), gene set total enrichment score (gtes), extreme cosine (xc) score, Pearson correlation coefficient (xcp) and Spearman correlation coefficient (xcs). The top 10 hits are ranked by the sji score as shown below. The Open TG-GATES treatment identifiers were formed by concatenating the chemical, treatment concentration (µM), treatment duration (24 h), species (rat), cell type (hepatocyte) and the Array Express record identifier for the study (E-MTAB-797).

Rank	Open TG-GATES Treatment	sji	gtes	xc	xcp	xcs
1	valproic-acid-400.00uM-24 h-rn-hep-e-mtab-797	0.413	3.435	0.857	0.817	0.772
2	clofibrate-300.00uM-24 h-rn-hep-e-mtab-797	0.352	3.371	0.86	0.805	0.791
3	wy-14643–8.00uM-24 h-rn-hep-e-mtab-797	0.317	3.274	0.842	0.795	0.779
4	wy-14643–40.00uM-24 h-rn-hep-e-mtab-797	0.296	3.269	0.836	0.788	0.76
5	valproic-acid-2000.00uM-24 h-rn-hep-e-mtab-797	0.398	3.638	0.813	0.786	0.723
6	simvastatin-60.00uM-24 h-rn-hep-e-mtab-797	0.349	1.99	0.805	0.768	0.708
7	clofibrate-60.00uM-24 h-rn-hep-e-mtab-797	0.268	2.046	0.824	0.752	0.785
8	fenofibrate-30.00uM-24 h-rn-hep-e-mtab-797	0.233	1.909	0.806	0.749	0.723
9	wy-14643–200.00uM-24 h-rn-hep-e-mtab-797	0.255	3.313	0.765	0.729	0.63
10	tolbutamide-2000.00uM-24 h-rn-hep-e-mtab-797	0.277	2.123	0.649	0.649	0.647

The performance results for connectivity mapping using ST and WT signatures of different lengths and different algorithms are shown in Fig. 3a. Across all analysis choices, the mean Fr1 was 0.28 (SD = 0.17) for ST and 0.29 (SD = 0.12) for WT, the mean Fr5 was 0.58 (SD = 0.12) for ST and 0.58 (SD = 0.15) for WT, and mean Fr10 was 0.68 (SD = 0.14) for ST and 0.68 (SD = 0.16) for WT. The differences in performance between connectivity-scoring algorithms for the Fr1, Fr5 and Fr10 metrics using ST and WT across all signature and profile lengths are shown in Fig. 3b (and complete results are provided as Supplementary Table 3). The highest Fr1 performance for ST signatures was observed for xc (mean = 0.46 and SD = 0.05) while sji and xcs were tied for the WT signatures (mean = 0.40 and SD = 0.04, and mean = 0.40 and SD = 0.07, respectively). The highest Fr5 performance for ST was observed for xc and xcp (mean = 0.7 and SD = 0.02) while xc produced the highest performing WT signatures (mean = 0.70 and SD = 0.03). Finally, the highest Fr10 performance for ST and WT was produced by xc (mean = 0.84 and SD = 0.03, and mean = 0.82 and SD = 0.03, respectively). When compared by individual connectivity-scoring algorithms, we found the ST signatures were slightly (1.2-fold) more accurate than WT signatures and xc generally performed better that other algorithms.

**Fig. 3:**
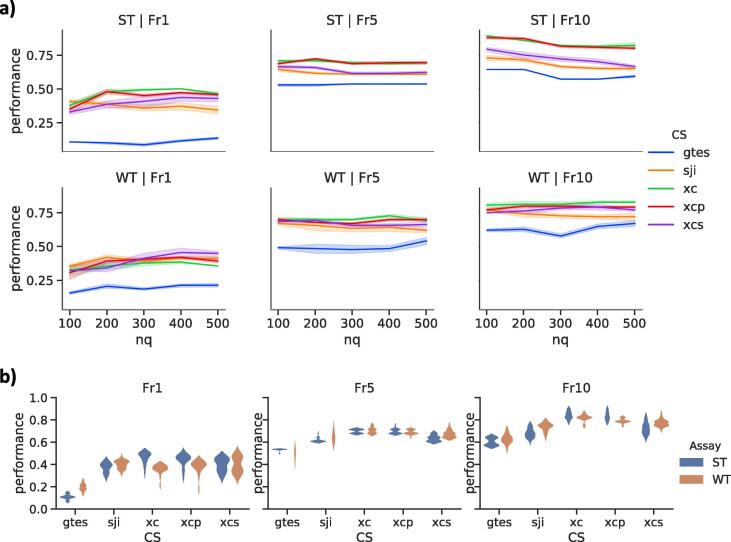
The performance of connectivity mapping using the surrogate transcriptome (ST) and the whole transcriptome (WT) signatures. Performance was evaluated by the fraction of chemical treatments correctly identified as the best match (Fr1), in the top 5 matches (Fr5) or in the top 10 matches (Fr10). Connectivity-scoring (CS) algorithms include: signed Jaccard index (sji), gene set total enrichment score (gtes), extreme cosine (xc) score, Pearson correlation coefficient (xcp) and Spearman correlation coefficient (xcs). (a) Performance comparisons for different signature lengths (nq) across all reference profile lengths (nr). (b) Performance distributions for different CS comparing ST and WT across all nq and nr.

There was a complex relationship between the length of signatures, connectivity-scoring algorithms and transcriptome assays (ST vs WT), but we observed some interesting trends. Increasing the signature length did not result in substantial improvement in performance for any of connectivity-score algorithms. The Fr1 performance of ST signatures for xc increased up to nq ≤ 300 and then decreased whereas the performance for sji decreased monotonically for nq > 100. On the other hand, increasing the WT signature length produces modest improvements in performance for sji (nq ≤ 200), xcs (nq ≤ 400) and gtes (nq ≤ 400). The Fr5 performance of ST signatures varied less with nq as it did for Fr1. For the WT signatures, Fr5 signatures showed consistent performance for all algorithms except gtes. Finally, the Fr10 performance of ST signatures generally decreased for nq ≥ 200. On the other hand, the Fr10 performance of WT signatures did not change much for xc, xcp and xcs with nq, it decreased for sji and it increased for gtes.

The best connectivity mapping approaches for the ST and WT signatures were identified for the Fr1, Fr5 and Fr10 performance metrics. The ST signatures produced the highest Fr1 performance of 0.5 using xc (with shortest nq = 200 and shortest nr = 2000) and xcp (with shortest nq = 200 and nr = 4000). The highest Fr1 performance of 0.46 for WT signatures was produced by xcs (with shortest nq = 300 and shortest nr = 4000). The highest Fr5 performance value for ST signatures of 0.75 was produced by xcp (nq = 200 and nr = 5000) and for WT signatures as value of 0.75 was produced by sji, xcs and xc (for different signature and profile lengths). Lastly, the highest Fr10 performance value for ST signatures of 0.89 was produced by xcp and xc (nq = 100 and nr = 5000) and for WT signatures as value of 0.86 was produced by xcs and xc (for nq = 400 and nr = 5000).

In Table 3, we selected the optimal values of nq and nr for each connectivity-scoring algorithm to report the best rank for the ST and WT signatures. The median and average ranks across all methods were 1 and 5, respectively for the ST signatures, and 1 and 5.5 for the WT signatures. We did not find any hits for the acetaminophen 400 µM, doxorubicin 0.08 µM, ketoconazole 0.6 µM, diclofenac 16 µM and ranitidine 160 µM treatments in the Open TG-GATES database using either ST or WT signatures with any of the five connectivity-scoring algorithms. For the remaining treatments, the best hit was the same chemical for 68% of the treatments, and within the top 10 hits for 95% of the treatments for both ST and WT signatures. The acetaminophen 10000 µM treatment produced the lowest ranking hits across all treatments with minimum ranks of 48 (ST) and 48 (WT). This was followed by the indomethacin 12 µM treatment with a minimum rank of 19 (ST) and 17 (WT), the naproxen 80 µM treatment with a minimum rank of 10 (ST) and 4 (WT).

**Table 3:** Connectivity mapping analysis of best hits. Best ranks for the TempO-Seq surrogate transcriptome (ST assay) and whole transcriptome (WT assay) gene signatures (length nq), in the TG-GATES reference profiles (length nr) for each connectivity-scoring algorithm (CS). Connectivity-scoring (CS) algorithms include: signed Jaccard index (sji), gene set total enrichment score (gtes), extreme cosine (xc) score, Pearson correlation coefficient (xcp) and Spearman correlation coefficient (xcs). The last two rows show the median and mean ranks by each CS method and the last two columns show the best (minimum) rank identified for each treatment in each assay.

	Assay	ST					WT						
	CS	gtes	sji	xc	xcp	xcs	gtes	sji	xc	xcp	xcs	Min. Rank	
	nq	400	100	200	200	300	200	200	200	200	300		
	nr	3000	2000	3000	2000	4000	2000	2000	4000	4000	4000	ST	WT
Chemical	Conc (µM)												
Acetaminophen	1000	119	48	55	56	53	65	61	58	60	62	48	58
Caffeine	400	4	1	2	1	1	1	1	2	1	1	1	1
	10,000	1	1	1	1	1	1	1	1	1	1	1	1
Chloramphenicol	18	15	22	4	9	10	120	7	6	18	19	4	6
	450	1	1	1	1	1	18	1	1	1	1	1	1
Diclofenac	400	5	1	1	1	1	8	1	1	1	1	1	1
Doxorubicin	2	10	1	1	1	1	3	1	3	3	1	1	1
Indomethacin	12	19	20	26	19	28	17	30	18	19	29	19	17
	300	22	1	1	2	1	23	1	1	1	1	1	1
Isoniazid	400	50	6	1	1	7	1	14	6	7	10	1	1
	10,000	35	2	9	10	18	37	1	1	1	1	2	1
Ketoconazole	15	1	2	1	1	1	1	1	1	1	1	1	1
Naproxen	80	24	10	13	10	16	12	6	5	4	4	10	4
	2000	20	1	1	1	1	1	1	1	1	1	1	1
Ranitidine	4000	26	9	1	1	7	10	10	7	9	9	1	7
Simvastatin	2	3	22	6	5	17	1	16	2	2	10	3	1
	60	1	1	1	1	1	1	1	1	1	1	1	1
Sulfasalazine	4	15	27	7	7	17	10	10	11	10	12	7	10
	100	24	12	10	8	10	26	8	8	8	8	8	8
Valproic	400	4	1	1	1	1	14	1	1	1	1	1	1
	10,000	4	1	1	1	1	5	1	1	1	1	1	1
WY14643	8	3	1	1	1	1	6	1	1	1	1	1	1
	200	3	1	1	1	1	4	2	2	2	1	1	1
	Median	10	1	1	1	1	8	1	2	1	1	1	1
	Mean	17.8	8.3	6.3	6.1	8.5	16.7	7.7	6	6.7	7.7	5	5.5

The similarity between TempO-Seq ST and TG-GATES transcriptomics profiles was also driven by common mechanisms of action for the chemicals (Iorio et al., 2013). To illustrate this issue, consider valproic acid, which is an anticonvulsant drug used for treating epilepsy and bipolar disorder, however, it is also known to affect the peroxisome proliferator activated receptors (PPARs) in the liver (Szalowska et al., 2014), causing changes in lipid metabolism and resulting in hepatic steatosis (Amacher and Chalasani, 2014). The high-scoring matches for the valproic acid 400 µM treatment (Table 2) in Open TG-GATES included valproic acid as well as simvastatin, clofibrate, tolbutamide, WY-14643, diclofenac and gemfibrozil, which alter lipid metabolism through PPARs (Rakhshandehroo, Hooiveld, Müller, and Kersten, 2009). This is an encouraging result as we are interested in using the rat liver HTTr platform to screen potential hepatotoxicants.

Overall, the connectivity mapping analysis of these 14 chemicals using TempO-Seq ST and WT data and Affymetrix rat GeneChip data from Open TG-GATES on rat primary hepatocytes show a high-level of inter-platform reproducibility.

### Comparison between gene signatures of TempO-Seq ST and WT assays by DEGs

The third objective of this study is to evaluate the robustness of S1500+ gene set as a surrogate for the whole transcriptome. 

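To compare the assays, the counts of probes with the same gene symbol were added, and both batches were fitted together by the edgeR quasi-likelihood test with batch as a term. Genes with a mean of at least 10 counts were tested, which left 1760 genes in the ST assay, 1603 of which were also tested in the WT assay, where they made up 15.7% of the genes tested. The ST and WT libraries were made from lysate of the same wells, so values of the assays share the variation between wells.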

A positive correlation of L2FC values was observed between genes common to both assays, with correlation coefficients being above 0.95 for all treatments (Supplementary Fig. 4). 

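Across the genes that were DEGs in both assays, the lowest r of L2FC between ST and WT was 0.977 at high concentrations, with a median of 0.985. At low concentrations, 11 of 14 treatments had at least 3 such genes, and the lowest r was 0.953 with a median of 0.984. Across all genes tested in both, the lowest r was 0.915 at high and 0.418 at low concentrations. When ST values of one batch were set against WT values of the other, so that no well was shared, 11 of the 14 high concentration treatments had r under 0.95 in either direction, and the lowest values were 0.898 and 0.905. Such pairs also differ in rat, preparation and sequencing run, so the lower r cannot be put down to the assay or the shared wells. Within one assay, the lowest r between batches across shared DEGs was close to these values, 0.909 by ST and 0.915 by WT.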

By generating a union of DEGs across all treatments for each assay, 1593 DEGs were found to overlap between the two assays (Fig. 4a), with additional 166 and 8547 DEGs identified by the ST and WT assay, respectively. 

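Over all 28 treatments, the union of DEGs held 1756 genes for ST assay, of which 1600 were also in the union for WT assay and 156 were not. Of the union for WT assay, 84.3% were found by WT assay alone, and the unions made up 99.8% of the genes tested by ST and 99.7% of those tested by WT. With DESeq2 the union for WT assay held 10162 genes, 8560 of them found by WT assay alone. Without the filter on low counts, the alternative that moved these numbers most, 2069 were common to both, 237 were found by ST assay alone and 12457 by WT assay alone. Among the ST genes of the union, 91.1% were also DEGs in the WT assay. Since the unions held nearly all genes tested, this share and the overlap follow from which genes each assay tested. They do not measure agreement of the responses.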

Among the 166 DEGs identified by ST assay alone, half were detected using probe sequences that were also found in the WT assay but annotated with different gene symbols; hence they were not identified as overlapping DEGs between the two assays through the matching of gene symbols. 

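Probe numbers in the count tables link the assays: 2286 of the 2654 ST probes carry a number that the WT assay also has, 2124 of them with the same gene symbol and 162 with another. Of the 156 genes found by ST alone, 86 (55.1%) had a probe with such a number under another symbol, and for 85 of these the WT gene was itself a DEG. The reference gene table lists both symbols under one gene for 34 of the 86.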

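A further 17 of the 156 genes (10.9%) had the same gene symbol in the WT assay but none of the same probe numbers. Another 33 (21.2%) had the same symbol and a shared probe number, and were not among the DEGs by WT assay. Of the 1603 genes tested in both assays, 1600 were in both unions of DEGs. Most of the 33 were therefore not tested by WT, where they did not pass the filter on low counts.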

Another 25% were genes that were annotated with the same gene symbols as in the WT assay but detected using different probe sequences. The remaining were genes that were found only in the ST assay.

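Neither the symbol nor a probe number was present in the WT assay for 20 of the 156 genes (12.8%).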

**Fig. 4:**
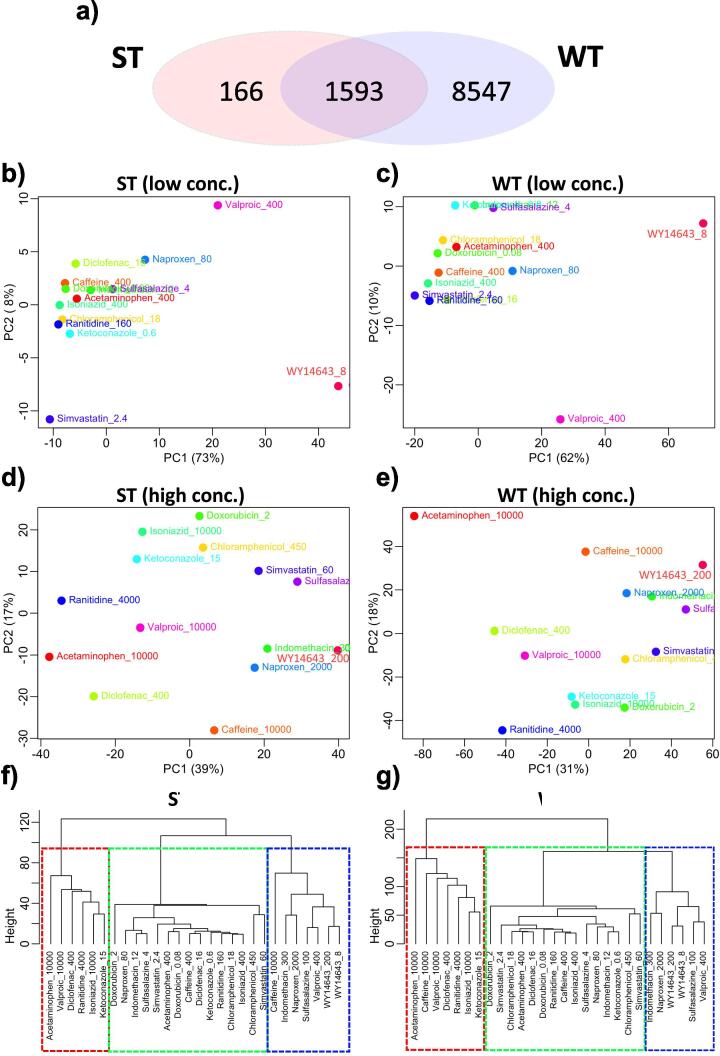
Comparison of gene signatures generated by ST and WT assay. (a) Venn diagram depicting the overlap of the union of DEGs between ST and WT assays. PCA plot using the L2FC values of the union of DEGs for (b and c) low and (d and e) high treatment concentrations. Unsupervised hierarchical clustering (Euclidean distance and ward.D2 algorithm) of samples using L2FC values of DEGs for (f) ST and (g) WT assay.

PCA plots were generated using the L2FC values of the union of DEGs to visualize and compare the gene expressions between the two assays (Fig. 4b–e). Remarkable similarities were observed between PCA plots of ST and WT for low concentration treatments. The majority of treatments were situated on the left of the plots except for 400 µM valproic acid and 8 µM WY14643 which were located away from the main group (Fig. 4b and c). 

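PC1 and PC2 of the 14 low concentration treatments held 73.2% and 7.74% of the variance of L2FC over the ST union of DEGs, and 61.1% and 9.52% over the WT union. By ST assay, 8 µM WY14643 lay 52.4 units from the median position of the low concentrations and 400 µM valproic acid 29.6, while the next, 80 µM naproxen, lay 14.8 away. By WT assay, the distances of these 3 treatments were 83.6, 45.9 and 20.7. A treatment is one point here, so the distances have no replicate error.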

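The median distance between pairs of the 14 treatments on the full L2FC of the union was 15.6 at low and 54.7 at high concentrations for ST assay, and 32.4 and 107 for WT assay. At high concentrations, PC1 and PC2 held 39.02% and 16.5% of the variance for ST and 31.8% and 17.6% for WT.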

High concentration treatments were farther apart from each other on the PCA plots for both ST and WT, suggesting that the chemical-induced transcriptomic responses were more distinct than those at low concentrations (Fig. 4d and e). Unsupervised hierarchical clustering of samples ran by ST assay resulted in three main clusters (Fig. 4f). The left cluster included treatments with acetaminophen, valproic acid, diclofenac, ranitidine, isoniazid, and ketoconazole at their respective high concentrations. It is worth mentioning that the drugs in this cluster belonged to the most-DILI-concern classification. 

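Ward.D2 clustering of the Euclidean distances between L2FC of the ST union of DEGs, taken at 3 clusters, placed all 28 treatments as the dendrogram of the paper does (Fig. 4f). The smallest of the 3 clusters held 6 treatments, which were the high concentrations of acetaminophen, diclofenac, isoniazid, ketoconazole, ranitidine and valproic acid. With average linkage in place of ward.D2, 17 of 28 treatments were placed as in the paper, and one cluster took 26 of the 28.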

The right cluster included treatments with high concentrations of caffeine, indomethacin, naproxen, and sulfasalazine; low concentration of valproic acid; and low and high concentrations of WY14643. 

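The ST cluster with WY14643 at 8 and 200 µM also took 400 µM valproic acid, 10000 µM caffeine, 300 µM indomethacin, 2000 µM naproxen and 100 µM sulfasalazine. The largest of the 3 clusters held 15 treatments. All 28 treatments kept their cluster when L2FC came from DESeq2 and when all tested genes were used in place of the union of DEGs.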

Finally, the middle (intermediate) cluster was characterized by treatments with low concentration of drugs, except chloramphenicol and simvastatin at both low and high concentrations. 

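For WT assay, clustering over the union of its DEGs placed 27 of the 28 treatments in the same cluster as for ST assay. The exception was 10000 µM caffeine, which lay with WY14643 by ST and with acetaminophen by WT. With DESeq2, and with all tested genes, the number was again 27, while with average linkage one cluster took 26 ST and 25 WT treatments, which leaves too few outside it to compare the assays.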

Unsupervised clustering of samples ran by WT assay also produced three main clusters with the drugs in each cluster being identical to ST assay except for 10 mM caffeine, which was included in the right cluster for ST assay but was found in the left cluster for WT assay (Fig. 4g). The resemblance in PCA plots and hierarchical clustering between ST and WT visually demonstrated that the S1500+ and WT genes capture similar overall transcriptomic effects for these chemical treatments in rat hepatocytes. The observation is consistent with the selection criteria of the S1500+ gene set, which includes maximal capturing of biological diversity in gene expression datasets.

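Within the wells of batch 1, r of L2FC between the assays across shared DEGs was at least 0.950 at high and 0.861 at low concentrations, and within batch 2 at least 0.965 and 0.927. Between batches, with ST values of one and WT values of the other, the lowest r at low concentrations was 0.786 and 0.808. These pairs differ in rat and run as well as in assay. From the resemblance of the PCA plots and of the clusters, the paper concludes that the S1500+ genes capture transcriptomic effects similar to those of the whole transcriptome in rat hepatocytes.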

### Comparison between gene signatures of TempO-Seq ST and WT assays by GSEA

Next, gene signatures captured by the ST and WT assays were compared using GSEA with the hallmark gene set collection. The number of genes within each hallmark gene set after restricting the genes present in the ST and WT assay are shown in Supplementary Table 4. 

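The Hallmark collection was not used here. In its place, 11 lists of genes with textbook roles, written from general knowledge, were tested with camera on log2 CPM of both batches, with batch as a term and a preset inter-gene correlation of 0.01. The lists are much shorter than Hallmark gene sets, and the ST assay measured 12 genes of the peroxisome list, 18 of fatty acid oxidation, 6 of oxidative phosphorylation, 8 of bile acid metabolism, 21 of xenobiotic metabolism, 14 of interferon response and 22 of TNF-NFκB signaling. In the WT assay, these lists had 26, 22, 24, 14, 26, 20 and 26 tested genes. Apoptosis, the p53 pathway, coagulation and cholesterol synthesis had 20, 15, 18 and 16 genes in the ST assay and 24, 23, 23 and 20 in the WT assay. Adjusted p-values are Benjamini-Hochberg values over the 308 pairs of list and treatment of an assay. L2FC of single genes in the lists comes from the edgeR fit of both batches. Camera and this fit count wells as replicates, so small p-values do not show that a change holds across animals.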

By comparing normalized enrichment score (NES) between ST and WT assay, a majority of treatments (26 out of 28) had at least one overlapping hallmark among the top five ranked by descending order of NES between the two assays, with most treatments having three or more (Supplementary Fig. 5a). Moreover, a positive correlation of NES between ST and WT assays was observed with correlation coefficients ranging from 0.5 to 0.9 at low concentration and from 0.7 to 0.9 at high concentration (Supplementary Fig. 5b).

It was also observed that ST assay generally resulted in a lower number of significantly enriched hallmark gene sets (FDR < 0.05) compared to WT assay (Fig. 5). Nonetheless, most gene sets significantly enriched in ST assay were also significantly enriched in the WT assay. 

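With the 11 gene lists in place of the Hallmark gene sets, 105 of the 308 pairs of list and treatment had an adjusted p under 0.05 from camera in the ST assay and 139 in the WT assay. Both numbers depend on the test: camera with an estimated inter-gene correlation called 43 ST and 48 WT pairs, all among the former, and fry called more than camera in both assays, 187 of them by ST. Of the camera calls, 102 ST and 123 WT pairs were also called by fry in the same direction.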

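Of the 105 pairs called in the ST assay, 92 (87.6%) were called by WT assay in the same direction and 0 in the opposite one. With the wells of batch 1 alone, 86 of the ST and 119 of the WT calls were made again, and with those of batch 2 alone 96 and 120.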

Notably, the significantly enriched gene sets were consistent with the known activity of the chemicals. As shown in Fig. 5, Fig. 6 hallmark gene sets of the immune category were downregulated by indomethacin in both ST and WT assays, reflecting the anti-inflammatory activity of the NSAID. 

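For indomethacin, the list of TNF-NFκB signaling was lower than in vehicle at 300 µM, with a median L2FC of -0.61 for ST (camera, adjusted p = 0.0195) and -0.61 for WT (adjusted p = 0.00112). Of its 22 ST and 26 WT genes, 14 and 17 were lower and 3 and 3 higher (edgeR's quasi-likelihood test over all genes, adjusted p under 0.05). Adjusted over the list alone, 14 and 18 were lower and 3 and 3 higher. Under an estimated correlation, these calls did not hold (camera, adjusted p = 0.372 and 0.162), and with batch 1 alone the ST call did not (adjusted p = 0.0616), while fry called both. CCL2 had an L2FC of -2.21 (standard error 0.42, adjusted p = 1.73e-06 by edgeR) by WT and -2.43 by ST assay, and CXCL2 had -2.01 (standard error 0.23, adjusted p = 1.05e-13 by edgeR) and -2.06. The interferon response list had a median L2FC of -0.77 for ST and -0.50 for WT at this concentration and was not called by camera (adjusted p = 0.0795 and 0.123). At 12 µM, TNF-NFκB signaling had a median L2FC of -0.22 and -0.19 (camera, adjusted p = 0.00338 and 0.00303), and neither batch 1 alone (adjusted p = 0.0711 and 0.145) nor an estimated correlation (0.226 and 0.211) gave a call in either assay. Lower TNF-NFκB signaling was not particular to indomethacin. Of the 14 high concentrations, camera called the list lower for 5 by ST and 8 by WT, and of the 14 low ones for 4 and 3. It was called higher for 0 in either assay. Culture medium also had it lower than vehicle (camera, adjusted p = 0.00228 for ST and 0.0015 for WT). All these comparisons rest on the same vehicle wells, so the calls are not independent.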

Sulfasalazine, an anti-infective agent, downregulated both interferon-alpha and gamma response and TNF-alpha signaling via NFκB in both ST and WY assays, which is consistent with its mechanism of action (Chan et al., 2008). 

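With 100 µM sulfasalazine, the list of TNF-NFκB signaling was lower than in vehicle, with a median L2FC of -0.45 for ST (camera, adjusted p = 0.00819) and -0.42 for WT (adjusted p = 5.40e-04), calls that fry also made and an estimated correlation did not. Culture medium, too, had this list lower than vehicle, as did other treatments. NFKBIE had an L2FC of -1.51 (standard error 0.18, adjusted p = 2.68e-12 by edgeR) by WT and -1.12 by ST assay, and CXCL2 one of -1.32 (standard error 0.22, adjusted p = 1.76e-07 by edgeR) and -1.52. For the interferon response list, the median L2FC was -0.78 for ST and -0.22 for WT, and camera's adjusted p was 0.0700 and 0.0838. Of its 14 ST and 20 WT genes, 6 and 6 were lower and 0 and 2 higher with an adjusted p under 0.05 by edgeR, also when adjusted over the list alone. With batch 1 alone, camera called the list in both assays (adjusted p = 0.0102 and 0.0142).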

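The peroxisome list was higher than in vehicle with WY14643, with a median L2FC of 4.09 for ST and 1.93 for WT at 8 µM (camera, adjusted p = 3.62e-20 and 8.87e-31). At 200 µM, the medians were 3.97 and 1.90 (adjusted p = 1.29e-19 and 1.70e-31). These calls held under an estimated correlation (adjusted p between 4.20e-08 and 1.77e-07), under fry and in each batch alone. All 12 ST genes of the list, and 24 of the 26 WT genes at either concentration, were higher with an adjusted p under 0.05 by edgeR over all genes as well as adjusted over the list alone. At 8 µM, 1 WT gene of the list was lower. EHHADH, a peroxisomal enzyme of fatty acid oxidation, had an L2FC of 10.56 (standard error 0.28, adjusted p = 2.11e-79 by edgeR) by WT and 11.05 by ST assay at 8 µM.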

WY14643 significantly upregulated peroxisome at both concentrations in both assays, consistent with its mechanism of action as a peroxisome proliferator-activated receptor alpha (PPARα) agonist. In addition, WY14643 downregulated several immune-related hallmarks at high concentration, indicating potential anti-inflammatory activity as reported previously (Briguglio et al., 2010). Moreover, bile acid metabolism, fatty acid metabolism, oxidative phosphorylation and xenobiotic metabolism of the metabolic category were significantly enriched by WY14643, supporting the notion of PPARα as a regulator of hepatic lipid metabolism (Rakhshandehroo et al., 2009). 

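At 200 µM WY14643, TNF-NFκB signaling had a median L2FC of -0.67 for ST and -0.69 for WT (camera, adjusted p = 0.00235 and 2.32e-05), and the interferon response list one of -1.46 and -0.43 (adjusted p = 0.0329 and 0.0327). At 8 µM, TNF-NFκB signaling was also lower, with medians of -0.58 and -0.68 (adjusted p = 0.00338 and 1.27e-04), and the interferon response list was called by WT assay alone (adjusted p = 0.0715 for ST and 0.0362 for WT). None of these calls held under an estimated correlation, and all were called by fry. Both lists were also lower in culture medium than in vehicle. CXCL2 had an L2FC of -2.90 (standard error 0.26, adjusted p = 1.04e-20 by edgeR) by WT and -2.88 by ST at 200 µM, and NFKBIE had -1.89 (standard error 0.19, adjusted p = 3.10e-17 by edgeR) and -1.68.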

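Among the metabolic lists, fatty acid oxidation had a median L2FC of 4.17 for ST and 4.11 for WT with 8 µM WY14643 and of 3.93 and 4.04 with 200 µM (camera, adjusted p between 7.10e-56 and 1.11e-29). All 18 ST and 22 WT genes of this list were higher by edgeR at both concentrations, also when adjusted over the list alone. ACOT1 had at most 2 counts in the vehicle wells by ST and at most 1 by WT, and at 8 µM it was at least 2042-fold higher by ST and 1390-fold higher by WT. CYP4A1, a member of a gene family with close copies that its probe could also detect, had an L2FC of 10.60 (standard error 0.40, adjusted p = 8.28e-59 by edgeR) by WT at this concentration. Bile acid metabolism was higher at 200 µM by ST (median L2FC 1.31, camera, adjusted p = 0.00372) and WT (0.80, adjusted p = 0.00571), and at 8 µM by ST (1.26, adjusted p = 0.0103) but not by WT (0.55, adjusted p = 0.173). None of these bile acid calls held under an estimated correlation (adjusted p between 0.0732 and 0.172), and fry made them all. Oxidative phosphorylation, with 6 genes in the ST assay, was called by WT alone, with a median L2FC of 0.53 at 8 µM and 0.40 at 200 µM (adjusted p = 8.46e-05 and 8.86e-04), and not under an estimated correlation. Xenobiotic metabolism was called at 200 µM by WT (median L2FC 0.25, adjusted p = 0.0310) and not by ST (0.62, adjusted p = 0.0543), and at 8 µM in neither assay. The call at 200 µM was lost under an estimated correlation (adjusted p = 0.371) and with batch 2 alone (0.0520). The paper sets the enrichment of its metabolic gene sets by WY14643 beside the role of PPARα in hepatic lipid metabolism, which it cites from earlier work.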

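Valproic acid at 400 µM raised the peroxisome list, with a median L2FC of 2.07 for ST and 0.98 for WT, and fatty acid oxidation, with 2.40 and 2.14 (camera, adjusted p between 2.97e-74 and 6.42e-23). For indomethacin, the peroxisome list rose at 12 µM (median L2FC 0.38 and 0.21) and at 300 µM (2.05 and 0.94), and for naproxen at 80 µM (1.03 and 0.60) and 2000 µM (3.45 and 1.02). Sulfasalazine raised it at 4 µM (0.62 and 0.22) and at 100 µM (2.42 and 1.02). Camera called the list in both assays for each of these treatments, with an adjusted p of at most 0.00196, and under an estimated correlation for all but 12 µM indomethacin. Simvastatin raised the peroxisome list at 60 µM (median L2FC 1.07 and 0.53, adjusted p = 1.29e-09 and 2.35e-15), and at 2.4 µM the median was -0.09 for ST (adjusted p = 0.163) and -0.15 for WT (adjusted p = 8.08e-04).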

Significant as well as consistent enrichment between ST and WT assays of peroxisome and hallmarks of the metabolic category was observed for valproic acid at low concentration; simvastatin at high concentration; and sulfasalazine, indomethacin, naproxen and simvastatin at both low and high concentrations and, suggesting common transcriptional effects on cultured rat hepatocytes between these drugs and WY14643.

**Fig. 5:**
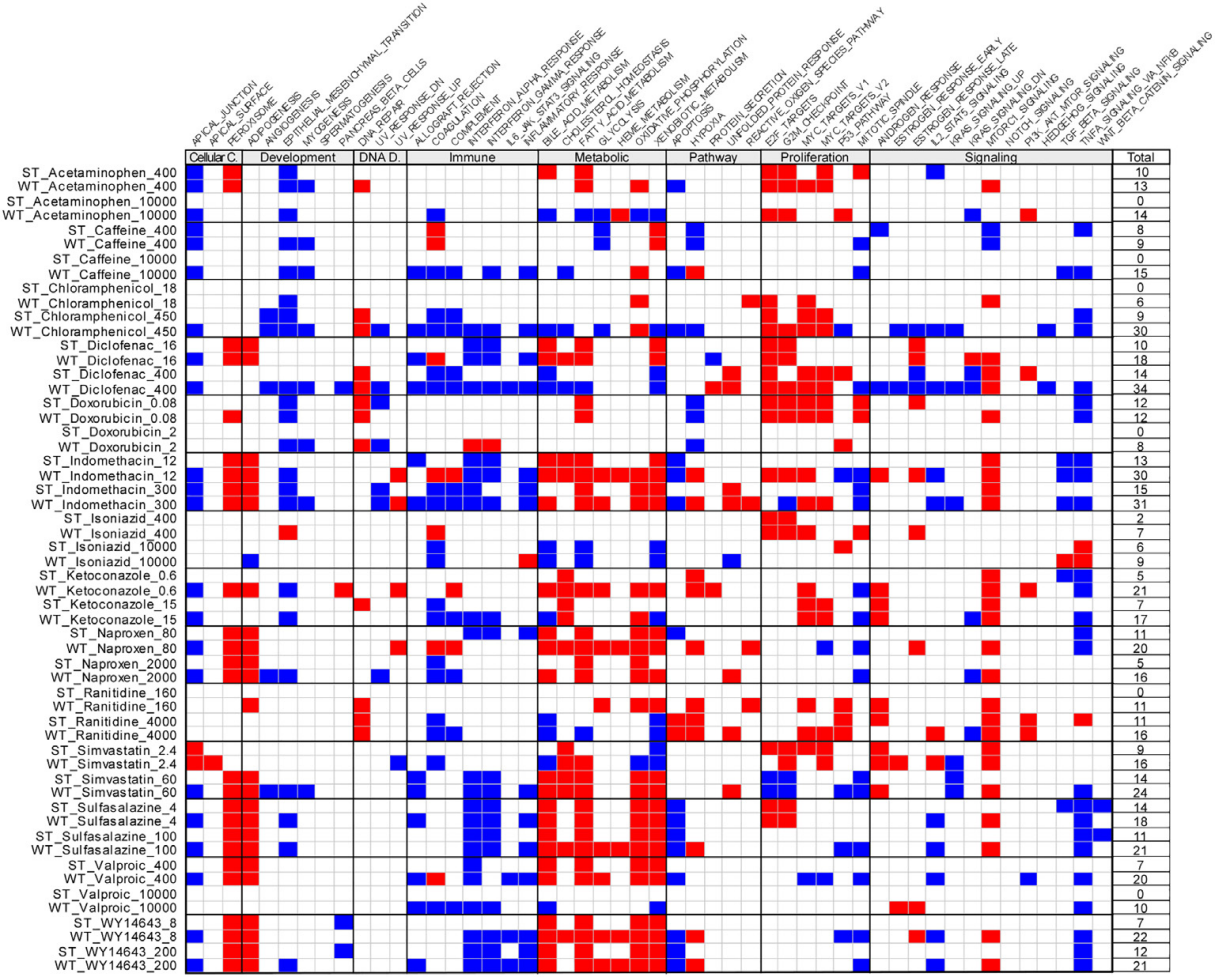
Significantly enriched hallmark gene set (FDR < 0.05) by treatment. Positively and negatively enriched gene sets are indicated by red and blue, respectively. White indicates no statistical significance in the enrichment. The total number of significantly enriched gene sets is listed on the right of the figure. (For interpretation of the references to colour in this figure legend, the reader is referred to the web version of this article.)

**Fig. 6:**
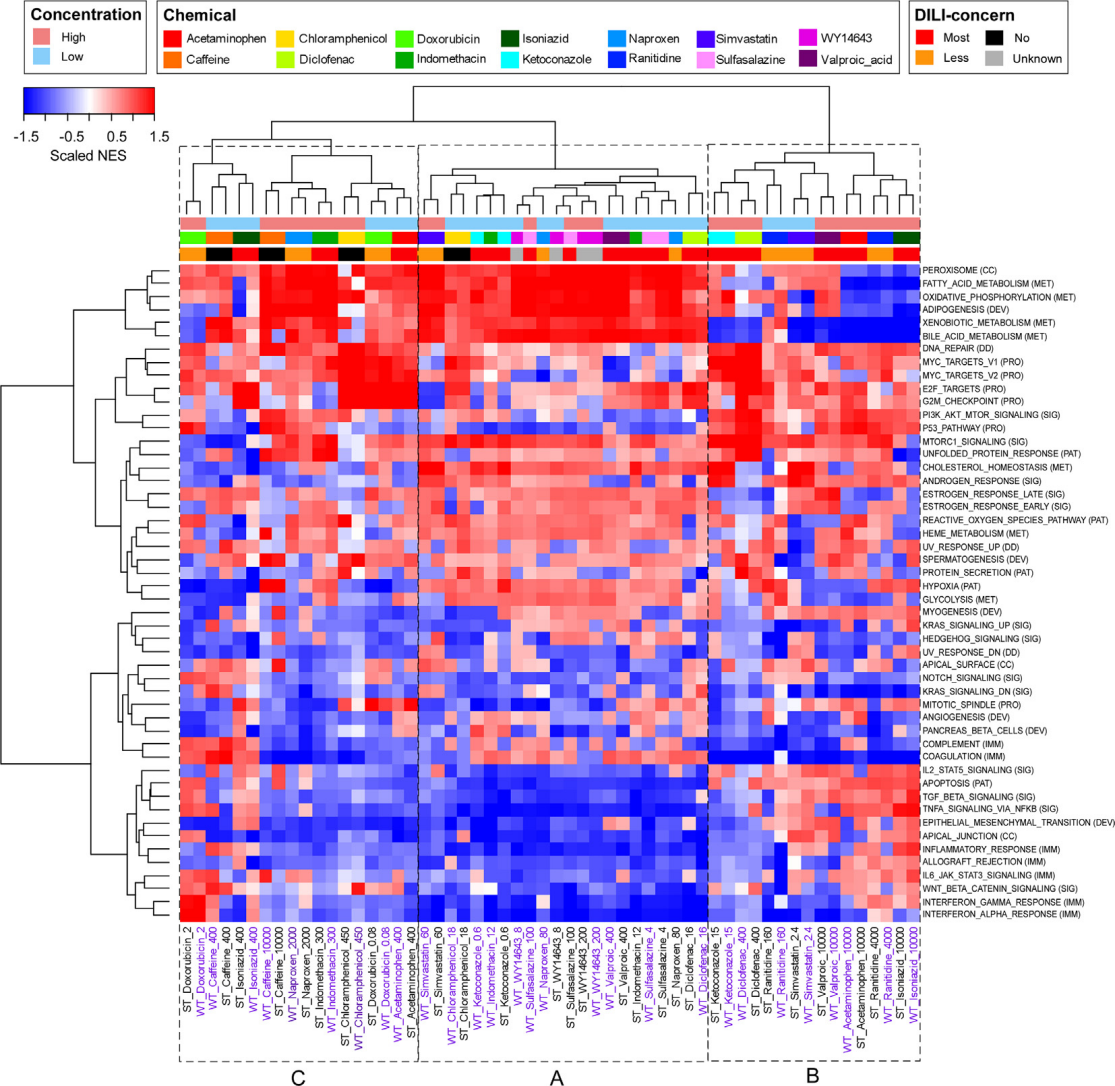
Unsupervised hierarchal clustering using NES of all samples from both batches of experiments using NES (Euclidean distance and ward.D2 algorithm). Column labels of samples ran by ST and WT were in black and purple, respectively. (For interpretation of the references to colour in this figure legend, the reader is referred to the web version of this article.)

### Differentiation between hepatotoxic and non-hepatotoxic treatments by clustering using NES of hallmark gene set

Hierarchical clustering divided treatments according to similarities in the enrichment of hallmark gene sets. NES of samples calculated by both ST and WT assays were combined into a single matrix for the analysis. The clustering correctly paired samples by chemical treatment, that is, the nearest neighbor to a treatment ran by ST is the same treatment ran by WT (Fig. 6), was observed for all samples except naproxen, indomethacin, ketoconazole and WY14643 at the respective low concentrations, and sulfasalazine at high concentration. This observation further confirmed the above observation that NES scores were highly consistent between ST and WT assays.

Besides producing treatment-specific pairs, hierarchical clustering using NES of hallmark gene set divided the treatments into three major clusters (labeled A-C in Fig. 6). Strongly positive NES characterized cluster A for most hallmarks of the metabolic category, whereas NES for hallmarks of the proliferation category ranged from strongly negative to weakly positive. NES for apoptosis, TNFα via NFκB, inflammatory response, and interferon-alpha response were strongly negative in Cluster A, suggesting that the chemicals and associated concentrations did not induce significant stress on hepatocytes. Cluster B exhibited a contrasting biological state compared to Cluster A with strongly negative to weakly positive NES for hallmarks of the metabolic category and weakly negative to strongly positive NES for hallmarks of the proliferation category. Some treatments in Cluster B showed strongly positive NES for apoptosis, TGFβ signaling, TNFα signaling via NFκB, epithelial mesenchymal transition and inflammatory response, all of which were signaling pathways characteristic of liver injury. Thus, the drugs and associated concentrations in Cluster B caused impairment of metabolic functions and activation of several signaling pathways in response to the stressful chemical treatments. Lastly, Cluster C showed an intermediate biological state between Cluster A and B. For example, NES for hallmarks of metabolic category were predominantly positive as in Cluster A except for cholesterol homeostasis and glycolysis. NES for hallmarks of proliferation category ranged from weakly negative to strongly positive, which more closely resembled Cluster B. Some treatments in Cluster C showed positive NES for apoptosis, TGFβ signaling, TNFα signaling via NFκB, epithelial-mesenchymal transition, and inflammatory response.

Hierarchical clustering of NES of ST samples alone also resulted in three main clusters (Supplementary Fig. 6). The treatments within each cluster were the same as those obtained by clustering NES of both ST and WT samples except for 18 uM chloramphenicol, 16 uM diclofenac and 160 uM ranitidine (compare Fig. 6 to Supplementary Fig. 6). Statistical analysis was performed on NES between Cluster A and Cluster B in Supplementary Fig. 6, which contained the putative non-hepatotoxic and hepatotoxic treatments. Twenty-eight out of the 50 hallmarks showed statistically significant differences (FDR < 0.05) in NES between the two clusters (Supplementary Table 5). The top 5 statistically significant gene sets were xenobiotic metabolism, bile acid metabolism, apoptosis, p53 pathway and coagulation. These five gene sets had an absolute difference in the mean NES between the two clusters of greater than 2.5 and an FDR of less than 5 × 10^-4^.

Hierarchical clustering using NES of the top 5 hallmarks also divided the treatments into three clusters (Supplementary Fig. 7). Twenty-two out of 28 treatments were found in the same clusters as those derived from the entire set of 50 hallmarks (compare Supplementary Fig. 6 to Supplementary Fig. 7). Cluster A (non-hepatotoxic) was characterized by positive enrichment in xenobiotic metabolism, bile acid metabolism, coagulation, and negative enrichment in the p53 pathway and apoptosis, and included only low concentration treatments except for 100 uM sulfasalazine. 

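Hallmark scores were not computed here, and the 11 gene lists were counted by concentration in place of the clusters, which rest on those scores. At the 14 low concentrations, camera called the xenobiotic metabolism list higher than in vehicle for 4 treatments by ST and 7 by WT, and lower for 0 by ST (1 at an unadjusted p under 0.05) and 1 by WT. Bile acid metabolism was higher for 7 and 6 low concentrations and lower for 1 and 1, and coagulation was higher for 2 and 7 and lower for 0 by ST (2 at an unadjusted p under 0.05) and 1 by WT. Apoptosis was lower for 7 low concentrations by ST and 2 by WT, and the p53 pathway was called for 0 in either assay, with 0 by ST and 2 by WT lower at an unadjusted p under 0.05.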

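At the 14 high concentrations, coagulation was lower than in vehicle for 7 treatments in each assay and higher for 0 by ST (also 0 unadjusted) and 1 by WT. The p53 pathway was higher for 4 high concentrations by ST and 2 by WT and lower for 0 in both, also unadjusted. Apoptosis was higher for 2 and lower for 2 by WT, and by ST it was called for 0, with 1 higher and 1 lower at an unadjusted p under 0.05, while xenobiotic metabolism was lower for 3 and 5 and higher for 3 and 4, and bile acid metabolism lower for 4 and 6 and higher for 4 in each.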

Cluster B (hepatotoxic) was characterized by impaired coagulation and metabolic functions and apoptosis and p53 pathway activation. The treatments in Cluster B included 5 most-DILI-concern drugs and 3 less-DILI-concern drugs, and all were high concentration treatments except for 2.4 uM simvastatin. Cluster C is an intermediate cluster that exhibited partially impaired hepatic functions (mostly positive enrichment in hepatic metabolism and negative enrichment in coagulation) and a mixed enrichment in p53 and apoptosis. Taken together, the results demonstrated that hepatotoxic treatments could be identified by unsupervised hierarchical clustering using NES of a subset of the hallmark gene set.

## Discussion

There is an urgent need for new high-throughput approaches for testing chemical safety that reduce dependence on whole-animal apical outcomes. *In vitro* tissue/organ models coupled with HTTr are expected to be one of the main approaches in chemical hazard characterization. Various approaches have been developed to analyze and incorporate transcriptomic data for chemical risk assessment. For instance, benchmark dose (BMD) modeling of transcriptomic data has been developed to estimate apical BMD or point-of-departure (POD) values (Gwinn et al., 2020, Johnson et al., 2020, Thomas et al., 2007, Thomas et al., 2013). Transcriptomic signature of a test chemical could also be queried against signatures of reference chemicals through pattern-matching approaches such as connectivity mapping (De Abrew et al., 2016, Lamb et al., 2006) in order to uncover potential modes of action (MOAs) or biological targets of the test chemical for further validation via pathway or target-specific assays. Transcriptomic data has also been recently used to derive predictive gene signatures for early detection of drug-induced liver injury (DILI) (Kang et al., 2020, Monroe et al., 2020, Podtelezhnikov et al., 2020).

In this study, we described an HTTr platform comprised of a collagen sandwich cell culture model and the TempO-Seq transcriptomic assay. Using a comprehensive study design involving fourteen chemicals with different DILI classifications and two treatment concentrations, we systematically evaluated technical (well-to-well), biological (batch-to-batch), and cross-platform (TempO-Seq-to-Affymetrix) reproducibility of this HTTr platform. Our results show that, while the read depth and fraction of probes with zero read count varied between samples (Fig. 1a, b), a strong correlation (mean correlation coefficient greater than 0.99) between read counts of technical replicates was observed (Fig. 1c). The finding is consistent with a previous study examining the reproducibility of TempO-Seq (Yeakley et al., 2017). Of note, technical replicates in our study design were three independent samples of RNAs extracted from primary rat hepatocytes; therefore, a strong correlation between technical replicates would indicate that the experimental steps, starting from cell seeding to library preparation, are highly reproducible. A strong correlation was also observed between read counts of biological replicates, albeit the mean correlation coefficient was lower than that of technical replicates, which was attributed to the additional source of variations arising from different cell source and separate sequencing runs (Fig. 1).

It is noteworthy that a strong correlation between replicates does not necessarily reflect agreement, as the large number of targeted genes, particularly in the WT assay, makes it difficult for linear relationships to be skewed by strong disagreement between a small number of genes (McIntyre et al., 2011). Nonetheless, based on the results and taking the cost of sequencing a large number of replicates into consideration, we believe that technical replicates are non-essential for the present HTTr platform but biological replicates are highly recommended.

Our results also showed that the reproducibility of DEGs between biological replicates positively correlates with the magnitude of transcriptional effect induced by the treatment, which depends on the potency of the chemical and the concentration (Fig. 2). A more reproducible gene signature is observed between biological replicates of hepatocytes treated with a chemical that induces several thousand DEGs than with one that induces only a few DEGs, or between high and low concentrations for the same chemical. Similar observations were reported in studies comparing the reproducibility of DEGs between samples from different sources. For instance, a study examining the concordance of drug-induced transcriptional response between rodent livers exposed to the same chemical but from different expression datasets showed that concordance in gene expression was highest for treatments causing the largest transcriptional effects (Sutherland et al., 2016). Also, a comparison between Affymetrix gene chips and RNA-Seq demonstrated that the cross-platform concordance in DEGs positively correlated with the degree of perturbation elicited by the treatment (C. Wang et al., 2014). Based on these findings, testing the highest non-cytotoxic chemical concentration would ensure the most reproducible gene signatures between replicates.

On the other hand, testing concentrations above the highest non-cytotoxic concentration should be avoided as it may not yield information relevant to the mode of action of a chemical (Waldmann et al., 2014). Accordingly, identifying the highest non-cytotoxic dose via cell viability screening is a necessary first step in designing an HTTr study. Moreover, since a gene can be differentially expressed in the opposite direction at different concentrations of the same chemical (Supplementary Fig. 3), measuring a range of concentrations below the highest non-cytotoxic concentration would yield useful information on dose-dependent transcriptomic responses.

Cross-platform reproducibility was evaluated by comparing TempO-Seq data with the Open TG-GATES data set using connectivity mapping (Lamb, 2007). We used the *in vitro* rat primary hepatocyte subset of the Open TG-GATES data, which was most closely aligned with our study design, including 131 chemicals a set of 1177 transcriptomic profiles. Using five different connectivity-scoring algorithms to quantify similarities between all TempO-Seq and Affymetrix transcriptomic data, we found 68% of the chemicals were perfectly matched between the two platforms and 100% of the chemicals were in the top 10 hits. Connectivity mapping from TempO-Seq ST and WT and the TG-GATES data showed a high level of concordance (Fig. 3b). Furthermore, our preliminary results suggest that similarity between TempO-Seq and TG-GATES transcriptomic profiles can be indicative of common mechanisms of action for chemicals. The high level of cross-platform reproducibility reinforces our findings on the quality of the TempO-Seq ST assay for characterizing the effects of chemicals on hepatocytes and its suitability for large-scale screening of environmental chemicals.

This study was also designed to evaluate the robustness of the S1500+ gene set as a surrogate to the whole transcriptome in representing transcriptional diversity and pathway coverage. While the comparison could be done by simply extracting the S1500+ genes and associated read counts from the WT assay, such an approach does not take into account the differences in read depth between the two assays (Fig. 1a). The two assays also differ in that there are 336 probes targeting the same genes but with different detector oligo sequences, which was a result of the continuous improvement in the probe design process. These inherent differences between the two assays could introduce variations in the differential gene expression. Thus, to perform an accurate comparison, two sequencing libraries were prepared for each sample, one for the S1500+ gene set (ST assay) and the other for the whole transcriptome (WT assay). Notwithstanding the differences between the two assays, an overall positive correlation in the L2FC values was observed (Supplementary Fig. 4). Notably, despite targeting a smaller number of genes, DEGs derived from ST assay were able to cluster treatments into groups similar to that of WT assay (Fig. 3). Our finding is in agreement with a previous report showing that the TempO-Seq ST assay is comparable to other whole transcriptome sequencing approaches (microarray and RNA-Seq) in driving the clustering of samples from liver of rats exposed to chemicals based on the mechanism of action of the chemicals (Bushel et al., 2018).

GSEA was performed to evaluate the ST assay in detecting chemical-induced changes in biological processes in comparison to the WT assay. Our results showed that the transcriptomic signatures acquired by ST assay could yield enriched gene sets relevant to the MOA of the drugs and consistent with WT assay. Nonetheless, the number of enriched gene sets was lower than WT assay when the gene sets were filtered by statistical significance (Fig. 5). When comparison was performed based on enrichment scores (NES), which reflects the degree to which the genes in a gene set are uniformly up- or down-regulated (Subramanian et al., 2005), a strong correlation between the two assays was observed (Supplementary Fig. 5). Clustering samples using NES calculated by ST and WT assays correctly paired most of the treatments, further demonstrating the consistency in gene set enrichment between the two assays (Fig. 6). These results indicated that the ST assay is capable of detecting chemical-induced perturbations in biological processes similar to that of WT assay.

GSEA was originally designed to run on the whole transcriptome, therefore running GSEA on ST datasets raises the concern of whether the size of a gene set after restricting to the S1500+ genes would be too small (or too large) for accurate results. According to the GSEA User Guide version 3.0, the recommended minimum number of genes in a gene set is 15. Seven hallmark gene sets had<15 genes in the S1500+ panel, namely, Notch signaling, Hedgehog signaling, pancreas beta cells, apical surface, WNT beta-catenin signaling, KRAS signaling DN, and angiogenesis (Supplementary Table 4). Also, the recommended maximum gene set size is 500 for datasets with 10,000 to 20,000 features, or between 2.5 and 5% of the expressed genes. mTORC1 signaling with 92 genes, or approximately 5.2% of the S1500+ genes after taking into account of gene isoforms, was found to exceed this range. Therefore, one should be mindful of these 8 hallmark gene sets when interpreting the enrichment scores of ST datasets.

A consistent pattern of gene set enrichment among chemicals associated with human DILI was identified—positive enrichment of apoptosis, cell proliferation, and inflammatory signaling pathways coupled with negative enrichment of metabolic and biosynthetic processes (Fig. 6). Several treatments were found to match this pattern of gene sets enrichment, but not all were identified as cytotoxic using CellTiter Glo assay, which corroborates previous findings that changes in gene expression occur prior to changes in cytotoxicity (Limonciel et al., 2018, Waldmann et al., 2014). The top 5 hallmark gene sets driving the clustering of treatments were known to be closely associated with hepatotoxicity (Supplementary Table 5). Apoptosis is a tightly regulated process that can be triggered by either the extrinsic pathway (binding of death receptors) or the intrinsic pathway (or mitochondrial pathway). One of the ways in which drugs and their reactive metabolites trigger apoptosis is by producing reactive oxygen species, causing mitochondrial damage that leads to the release of apoptogenic factors such as cytochrome *c* (Wang, 2014). Reactive metabolites could also cause DNA damage and activate the p53 pathway; for this reason, p53 is one of the key gene signatures investigated for routine monitoring of drug safety (Podtelezhnikov et al., 2020). Both apoptosis and the p53 pathway were positively enriched in hepatotoxic treatments (Supplementary Fig. 7). The liver synthesizes most of the coagulation factors, and coagulation impairment is associated with liver damage (Kopec and Luyendyk, 2014). The liver also plays a central role in xenobiotic and bile acid metabolisms, and disorders in hepatic metabolism are associated with liver diseases (Chiang, 2013). Hallmark gene sets for coagulation, bile acid metabolism and xenobiotic metabolism were negatively enriched in hepatotoxic treatments (Supplementary Fig. 7).

In this work, we combined a collagen sandwich model, S1500+ high-throughput transcriptomics and hallmark gene set enrichment as a resource-sparing and precise way of acquiring and analyzing transcriptomic data for *in vitro* assessment of hepatotoxicity. Moreover, clustering of NES of hallmark gene set provides a way of differentiating between hepatotoxic and non-hepatotoxic chemicals. This HTTr platform is amenable to scale up as both the collagen sandwich model and the TempO-Seq assay can be implemented in 384-well format with robotic automation; thus it also has the potential of screening thousands of chemicals at different dosing concentrations in one experiment.

## Funding

This work is supported in part by the Institute of Bioengineering and Bioimaging, Biomedical Research Council, Agency for Science, Technology and Research (A*STAR): A*STAR via IFCS (Project Number IAF111220, IAF311017B, IAF-PP H18/01/a0/014, IAF-PP H18/01/a0/K14); via EMULSION IAF (R-185-000-350-305); MOE ARC (R-185-000-342-112); SMART CAMP; and Mechanobiology Institute of Singapore (R-714-106-004-135) funding to Hanry Yu.

## CRediT authorship contribution statement

**Fan Lee:** Investigation, Formal analysis, Writing - original draft. **Imran Shah:** Funding acquisition, Supervision, Conceptualization, Formal analysis, Writing - review & editing. **Yun Ting Soong:** Investigation, Writing - review & editing. **Jiangwa Xing:** Conceptualization. **Inn Chuan Ng:** Resources. **Farah Tasnim:** Conceptualization, Funding acquisition, Project administration. **Hanry Yu:** Supervision, Funding acquisition, Writing - review & editing.

## Declaration of Competing Interest

Hanry Yu declares he holds significant equity in Invitrocue, Osteopore, Histoindex, Vasinfuse and Ants Innovate not related to the reported work. The authors declare they have no actual or potential competing financial interests.

# Supplementary material for: Reproducibility and robustness of high-throughput S1500+ transcriptomics on primary rat hepatocytes for chemical-induced hepatotoxicity assessment
**Source:** Curr Res Toxicol. 2021 Aug 5;2:282–95. doi: 10.1016/j.crtox.2021.07.003
**Supplement:** Supplementary data 1

Supplementary Material

Reproducibility and Robustness of High-Throughput S1500+ Transcriptomics on Primary Rat Hepatocytes for Chemical-Induced Hepatotoxicity Assessment

Fan Lee^1^, Imran Shah^2*^, Yun Ting Soong^1­^, Jiangwa Xing^1­^, Inn Chuan Ng^3^, Farah Tasnim^1^, and Hanry Yu^1,3,4*^

^4^ Critical Analytics for Manufacturing Personalized-Medicine, Singapore-MIT Alliance for Research and Technology, Singapore

**Supplementary Table 1.** Viability of primary rat hepatocytes after 24 h chemical exposure (n = 3, mean ± standard deviation).

| **Chemical** | **Concentration (µM)** | **Viability (%)** |
| --- | --- | --- |
| Acetaminophen | 400  10,000 | 109.2 ± 2.7  113.8 ± 2.3 |
| Caffeine | 400  10,000 | 102.4 ± 5.4  113.2 ± 1.9 |
| Chloramphenicol | 18  450 | 102.0 ± 4.4  105.0 ± 4.3 |
| Diclofenac | 16  400 | 102.5 ± 1.9  86.6 ± 5.4 |
| Doxorubicin | 0.08  2 | 102.9 ± 4.2  107.2 ± 4.1 |
| Indomethacin | 12  300 | 105.9 ± 2.9  78.1 ± 11.2 |
| Isoniazid | 400  10,000 | 108.4 ± 3.4  117.9 ± 2.6 |
| Ketoconazole | 0.6  15 | 108.3 ± 4.4  126.6 ± 4.4 |
| Naproxen | 80  2000 | 111.8 ± 2.0  113.4 ± 2.2 |
| Ranitidine | 160  4000 | 98.6 ± 4.1  102.3 ± 4.9 |
| Simvastatin | 2  60 | 102.8 ± 8.0  104.4 ± 5.7 |
| Sulfasalazine | 4  100 | 105.3 ± 1.8  115.7 ± 3.1 |
| Valproic acid | 400  10,000 | 107.7 ± 5.0  74.3 ± 1.1 |
| WY-14643 | 8  200 | 116.9 ± 6.4  93.1 ± 5.3 |

**Supplementary Table 2.** The entire connectivity mapping analysis data (separate file).

**Supplementary Table 3.** Summary of performance results for connectivity mapping. The mean and standard deviation (std) of performance scores calculated using the fraction of treatments where the best match is the hit (Fr1), where the hit is in the top five matches (Fr5) and the hit is in the top 10 matches (Fr10). Connectivity-scoring (CS) algorithms include: signed Jaccard index (sji), gene set total enrichment score (gtes)⁠, extreme cosine (xc) score⁠, Pearson correlation coefficient (xcp) and Spearman correlation coefficient (xcs).

|  |  | ST | | WT | |
| --- | --- | --- | --- | --- | --- |
|  |  | **Performance** | | **Performance** | |
|  |  | **mean** | **std** | **mean** | **std** |
| **Metric** | **CS** |  |  |  |  |
| **Fr1** | **gtes** | 0.11 | 0.02 | 0.20 | 0.03 |
|  | **sji** | 0.37 | 0.04 | 0.40 | 0.04 |
|  | **ts** | 0.03 | 0.04 | 0.10 | 0.01 |
|  | **xc** | 0.46 | 0.05 | 0.36 | 0.04 |
|  | **xcp** | 0.44 | 0.05 | 0.38 | 0.06 |
|  | **xcs** | 0.40 | 0.06 | 0.40 | 0.07 |
|  | **xm** | 0.18 | 0.06 | 0.21 | 0.02 |
| **Fr10** | **gtes** | 0.60 | 0.03 | 0.63 | 0.04 |
|  | **sji** | 0.68 | 0.04 | 0.74 | 0.04 |
|  | **ts** | 0.43 | 0.04 | 0.34 | 0.03 |
|  | **xc** | 0.84 | 0.03 | 0.82 | 0.03 |
|  | **xcp** | 0.83 | 0.04 | 0.79 | 0.02 |
|  | **xcs** | 0.73 | 0.05 | 0.77 | 0.03 |
|  | **xm** | 0.63 | 0.02 | 0.64 | 0.02 |
| **Fr5** | **gtes** | 0.53 | 0.01 | 0.50 | 0.05 |
|  | **sji** | 0.62 | 0.02 | 0.65 | 0.05 |
|  | **ts** | 0.33 | 0.03 | 0.25 | 0.02 |
|  | **xc** | 0.70 | 0.02 | 0.70 | 0.03 |
|  | **xcp** | 0.70 | 0.02 | 0.69 | 0.02 |
|  | **xcs** | 0.63 | 0.03 | 0.67 | 0.03 |
|  | **xm** | 0.58 | 0.02 | 0.58 | 0.02 |

**Supplementary Table 4.** Size of hallmark gene sets before and after restricting to the genes in ST or WT assays.​

**Supplementary Table 5.** t-test of hallmark gene sets NES between samples in Cluster A (non-hepatotoxic) and B (hepatotoxic) of Supplementary Figure 5**.** Gene sets were ranked by ascending order of FDR.

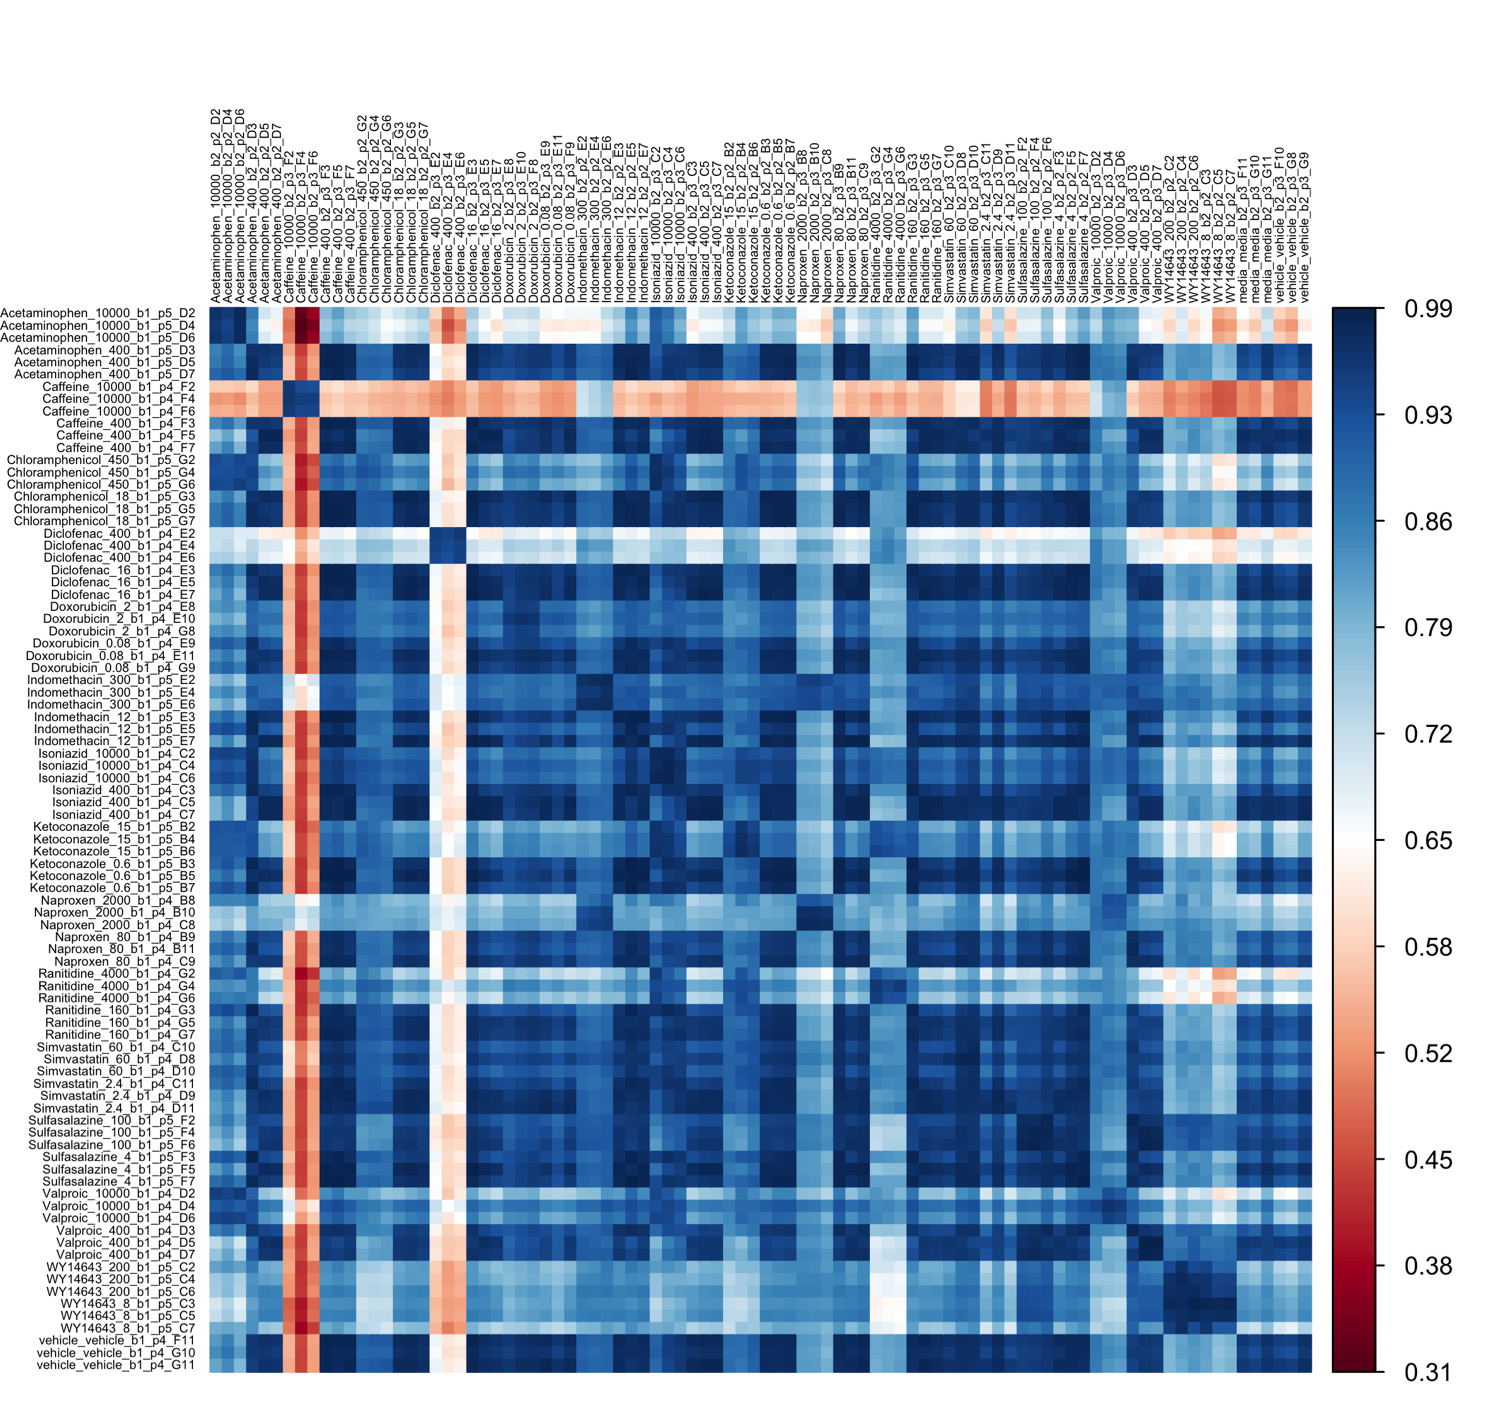

**Supplementary Figure 1.** Correlation coefficients of read counts of all samples in batch 1 and 2 against each other (ST assay). Strong correlations were observed between read counts of the same chemical treatment, i.e., biological replicates, for most treatments. Between different chemicals, stronger correlations were typically observed between low concentration samples than high concentration samples. This figure was generated by corrplot R package and the minimum (0.31) and maximum (0.99) correlation coefficients of the entire correlation matrix were designated as the lower and upper limit for the color of the correlogram. Sample label: chemical_concentration_batch_plate _well.

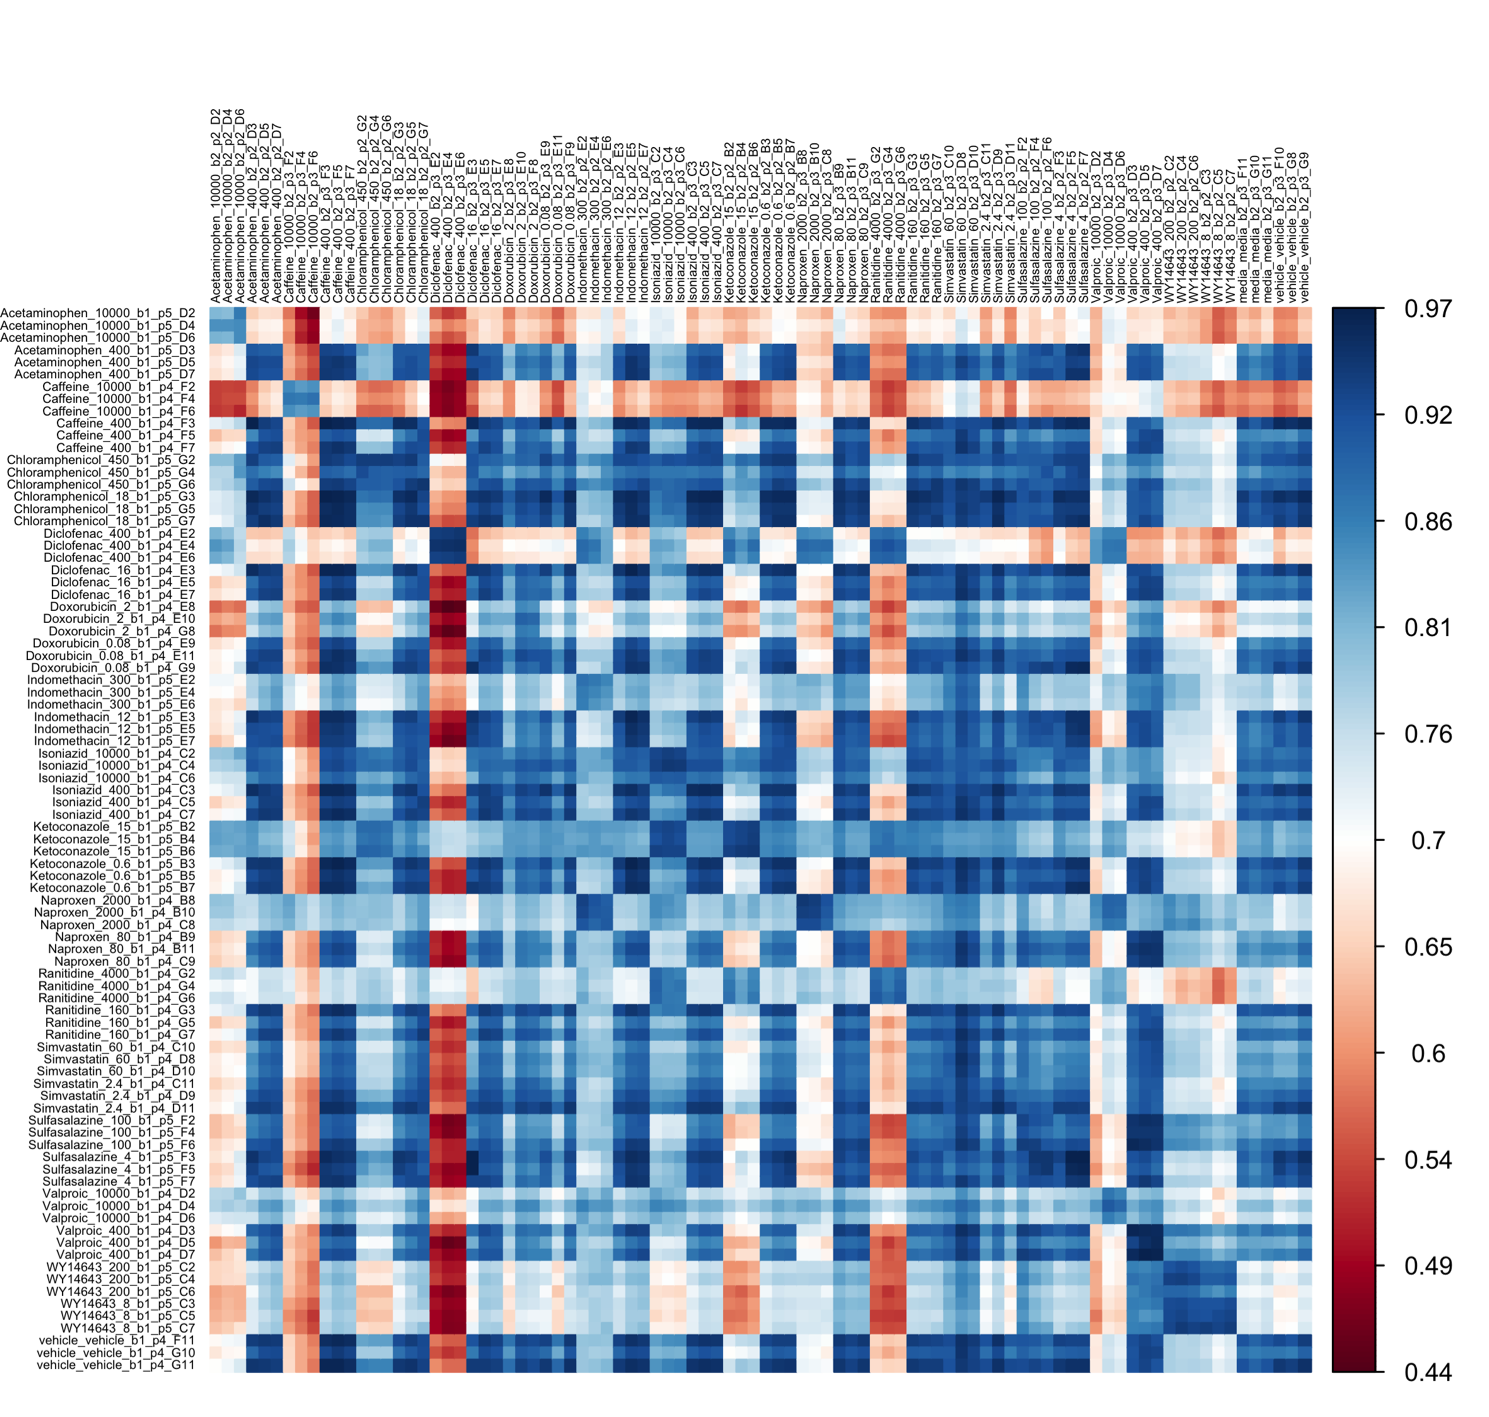

**Supplementary Figure 2.** Correlation coefficients of read counts of all samples in batch 1 and 2 against each other (WT assay). This figure was generated by corrplot R package and the minimum (0.44) and maximum (0.97) correlation coefficients of the entire correlation matrix were designated as the lower and upper limit for the color of the correlogram. Sample label: chemical_concentration_batch_plate _well.

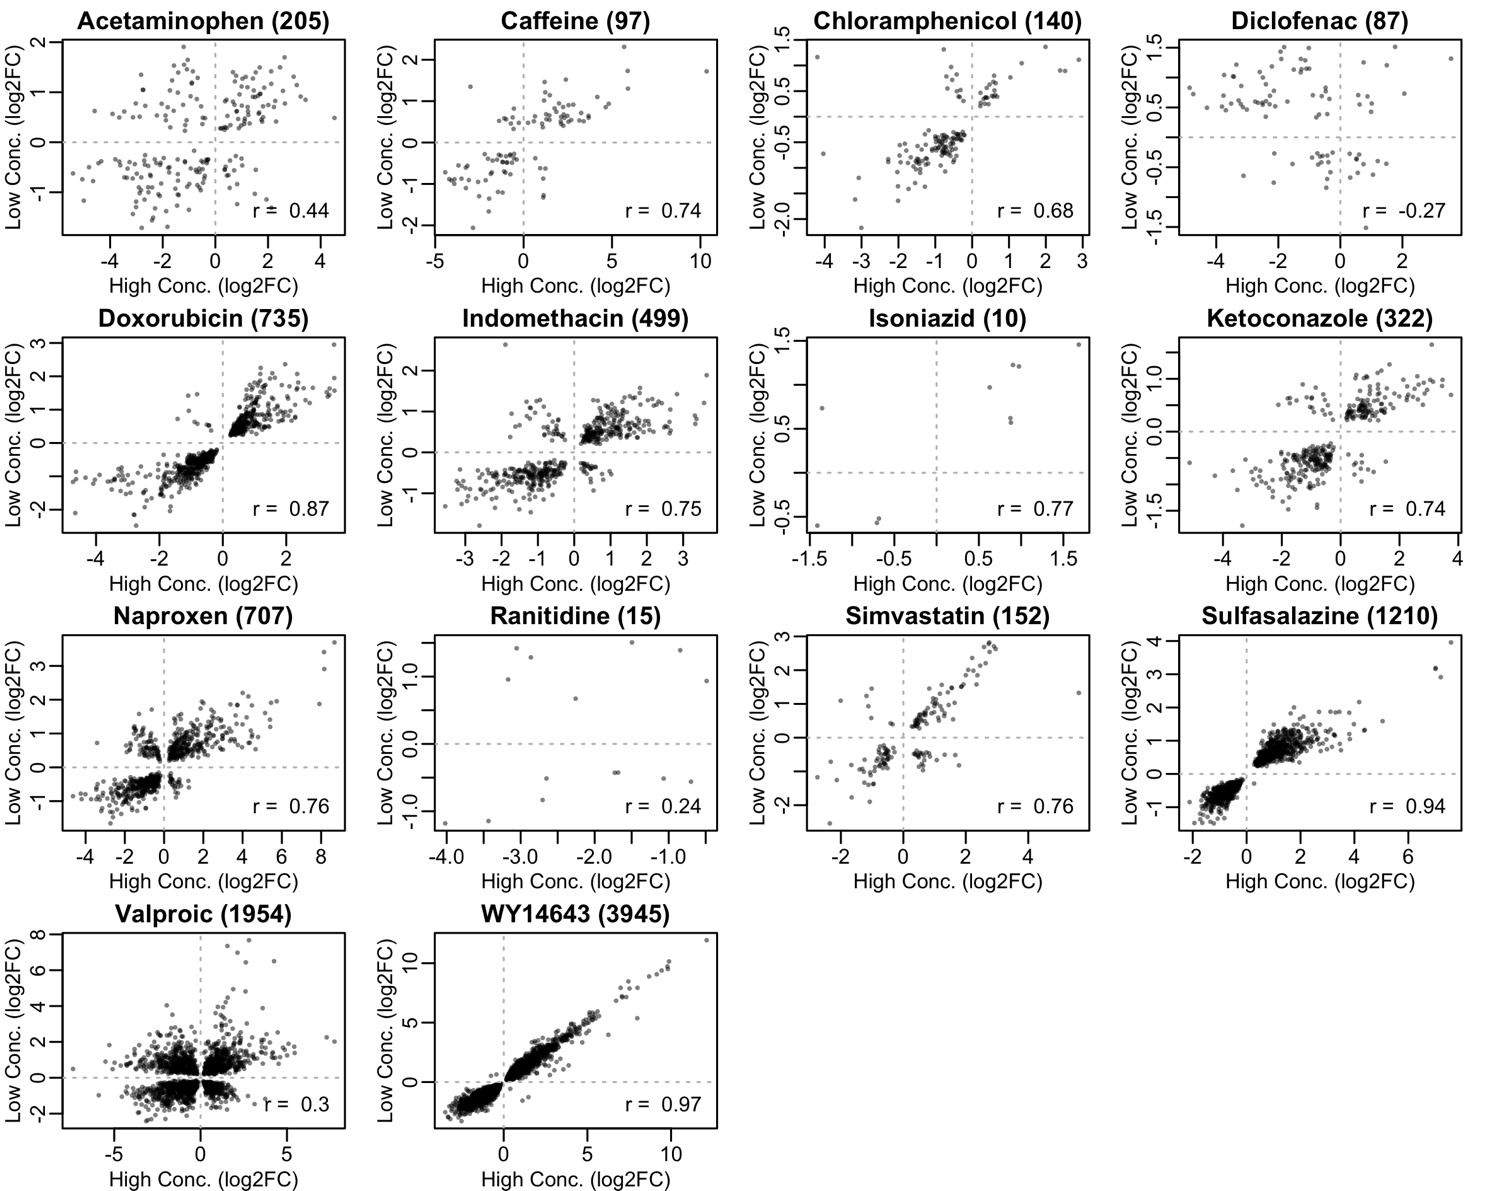

**Supplementary Figure 3.** The direction of gene expression depends on drug concentration. L2FC values of genes that were identified as differentially expressed (adjusted *p* < 0.05) at both low (Y-axis) and high (X-axis) concentrations were shown (WT assay of Batch 2). The number of genes identified as differentially expressed at both concentrations is shown in brackets next to the chemical name and the Pearson correlation coefficients of the L2FC values are shown within each plot.

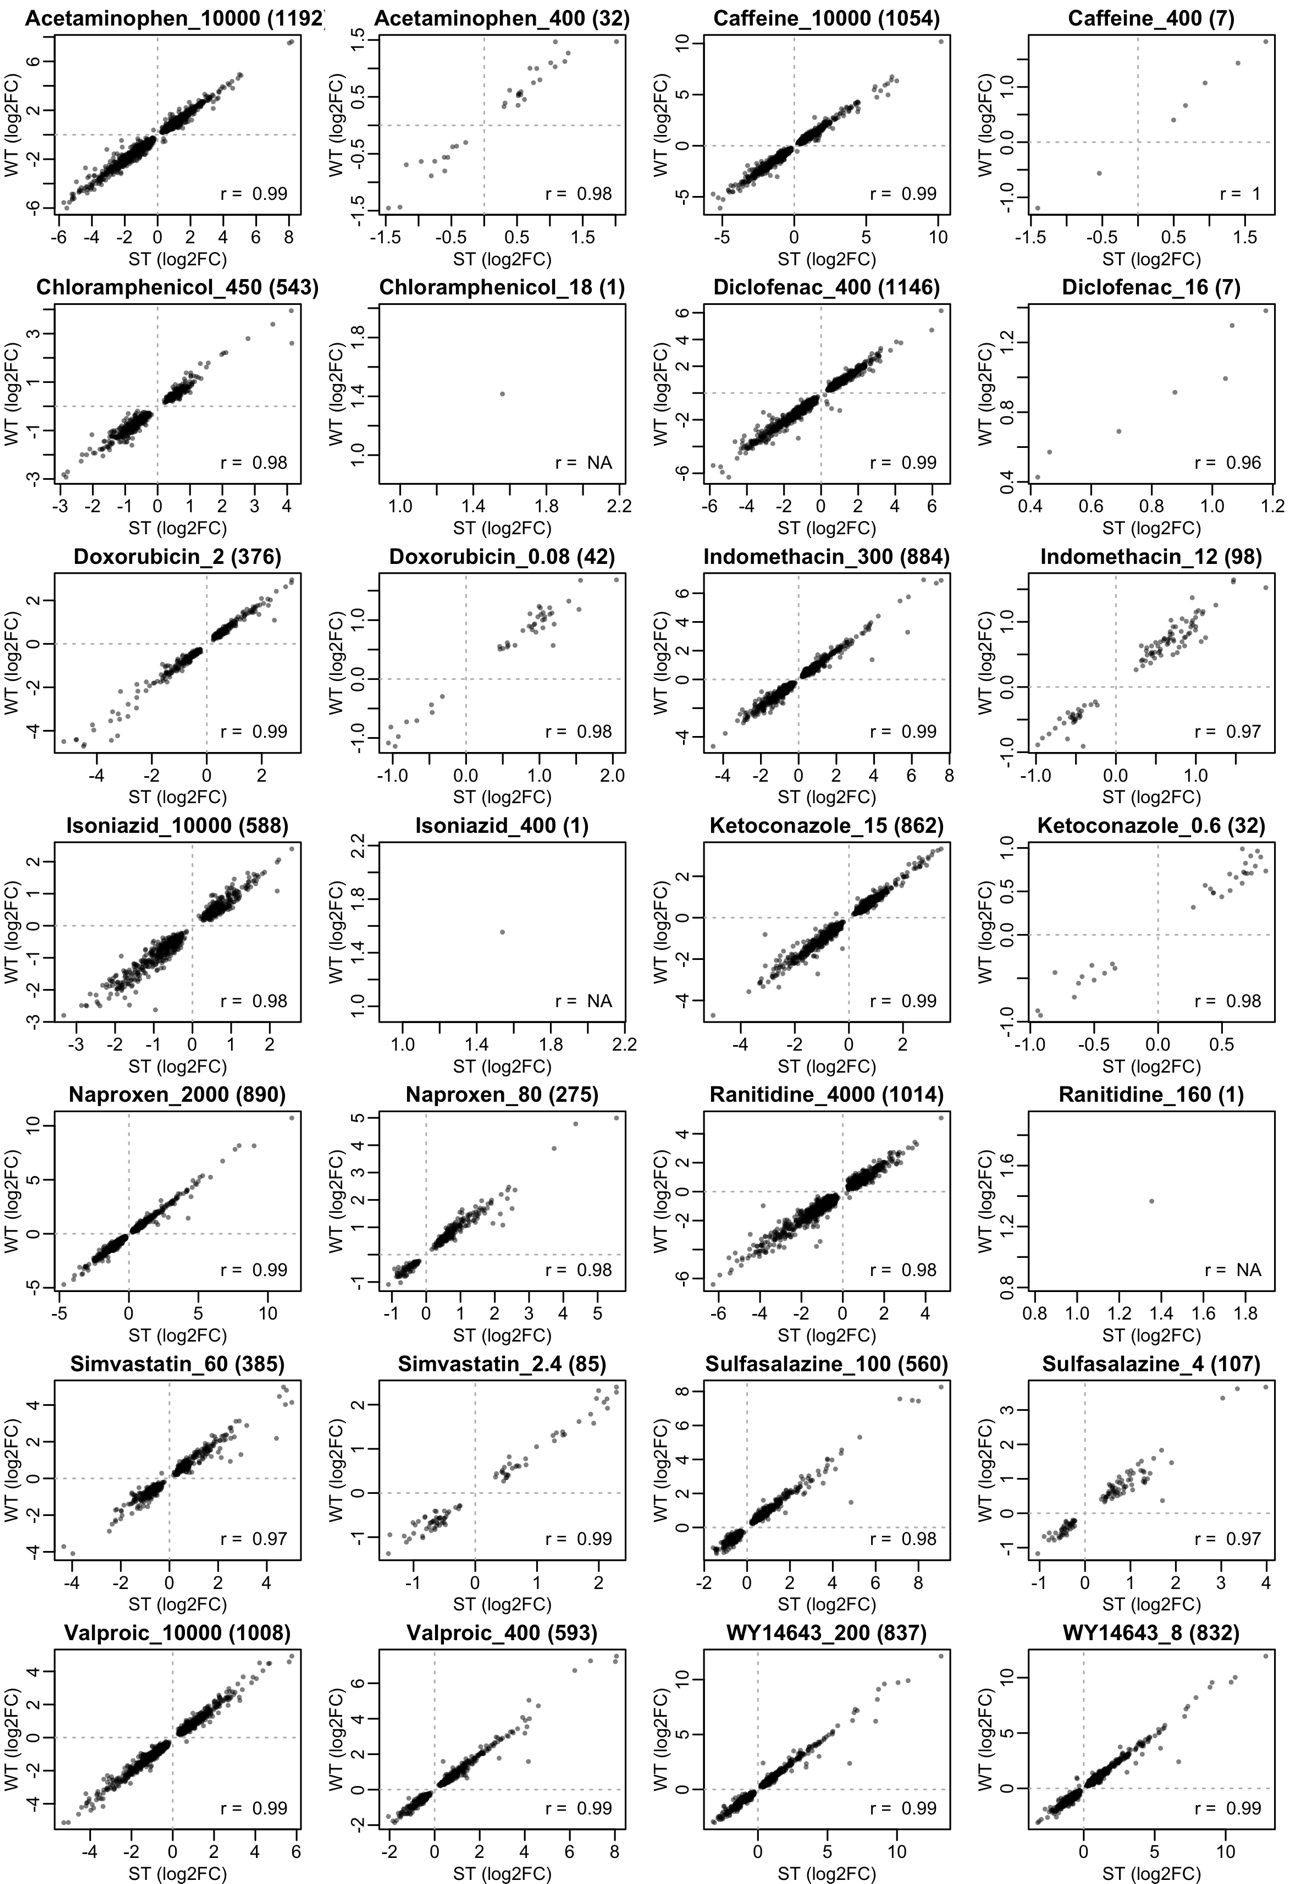

**Supplementary Figure 4.** Positive correlation of L2FC values of overlapping DEGs (adjusted *p* < 0.05) between ST (X-axis) and WT (Y-axis) assays. The number of overlapping DEGs is shown in brackets next to the treatment label. Pearson correlation coefficients of the L2FC values are shown within each plot.

**Supplementary Figure 5.** Comparison of NES between ST and WT assays. (a) Number of overlapping top 5 hallmark gene set ranked by descending order of NES between the two assays. (b) Pearson correlation coefficients of NES between the two assays.

**Supplementary Figure 6.** Unsupervised hierarchal clustering using NES of hallmark gene sets for ST samples alone.

**Supplementary Figure 7.** Unsupervised hierarchal clustering using NES of apoptosis, p53 pathway, coagulation, bile acids metabolism and xenobiotic metabolism.

How the deposited data were processed for this re-analysis (not part of the article)

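Gene expression was measured by TempO-Seq in primary rat hepatocytes, kept in collagen sandwich and treated for 24 h with 14 chemicals at 2 concentrations each. Each batch used hepatocytes of 1 rat, with 3 wells per treatment, which are technical replicates, and the 2 batches are the biological replicates. Batch 1 had 3 vehicle wells (0.5% DMSO) and 3 wells of culture medium alone, all on one of its plates, and batch 2 had 6 of each, shared evenly between its plates. Lysate of the 186 wells was run by the ST assay (2654 probes) and by the WT assay (22253 probes), which gave 372 libraries.

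The authors aligned the reads to the rat reference genome rn6 with STAR, allowing mismatches, and deposited one table per assay with the count of reads per probe and well, without normalization. Every probe column was tested to hold whole numbers of at least 0, and no well's counts were identical to those of another well. Each well was assigned its chemical, concentration, batch, plate and replicate number from its label, and chemicals and concentrations were checked against Table 1. No genome was used here. Genes are named by the symbols in the tables, and the RefSeq gene table of the rat assembly GRCr8 served only to find symbols listed under one gene.

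Read depth, the share of probes with 0 counts and Pearson's r between wells were computed on the deposited counts over all probes. For differential expression, each assay and batch was fitted by itself in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16, TMM normalization and a filter of a mean of at least 10 counts per probe over the 186 wells. Every treatment, vehicle and culture medium was a group of the fit, and each treatment was compared with all vehicle wells of its batch. DEGs are probes with a Benjamini-Hochberg adjusted p under 0.05. To compare the assays, the counts of probes with one gene symbol were added, symbols being read without regard to upper and lower case, and both batches were fitted together with batch as a term. L2FC of the union of DEGs was clustered by Euclidean distance and ward.D2 linkage into 3 clusters. The interaction of batch and treatment, culture medium against vehicle and the vehicle wells of the plates of batch 2 were tested with edgeR in the same way. Tables were read with data.table 1.17.8.

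Pathways were tested with camera of limma 3.58.1 on 11 short lists of genes with textbook roles, with a preset inter-gene correlation of 0.01. The Hallmark collection, the Open TG-GATEs profiles and the connectivity mapping were not used here. For each list and each treatment a sentence of the paper names, up to 2 genes are named, which are those with the largest absolute L2FC in the WT fit of both batches among genes with an adjusted p under 0.05 in both assays and the same sign in every batch and assay. One gene chosen by this rule is not reported here. A gene with at most 3 counts in every vehicle well is given a lower bound on its fold change in place of L2FC.

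The alternatives were DESeq2 1.42.0, which the authors used, RLE size factors, no filter, an absolute L2FC of at least 1 besides the adjusted p, vehicle wells of the same plate only, batch 2 thinned to the depth of batch 1, fits of only the wells of a treatment and its vehicle, the replicate number as a block, and each replicate left out in turn. For correlations, log2(count + 1), ranks and the removal of the 10 probes with the highest mean count were tried, and for lists fry, an estimated correlation and each batch alone. The fitting code was tested on counts simulated from the wells with 200 probes changed 2-fold. There, edgeR made 178 calls for ST, of which 8 were false, and 156 for WT, of which 6 were false. A count of reads is not a count of molecules, and the depth of a library limits which low abundance probes could be tested. Within a batch, a test compares wells of one rat and carries no error between animals. The fits of both batches also count wells and not animals as replicates.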

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

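The tests of an explanation for doxorubicin, culture medium and the vehicle plates were chosen after these differences had been seen, though before the result of the test itself. Among the 6 culture medium wells of batch 2, the WT library of replicate 3 stood apart, with 2289425 reads where the other wells had from 6305494 to 7818048. Its gap to the nearest well was 0.726 of the range of the group, above Dixon's 95% critical value for 6 samples. In the same library 43.6% of the probes had 0 counts, against 35.3% to 38.4% in the others, and the ratio of 0.626 is barely above that value. The test was made on 8 combinations of assay, group and measure, and by chance about 1 in 20 stands apart. Both measures come from one library and are linked through its depth, and the ST library of the same well had the most reads of its group, 1607521. No biological explanation was tested.

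For 5 treatments, the response was compared between batches by an interaction term (edgeR's quasi-likelihood test, adjusted p under 0.05). The response to 10000 µM acetaminophen differed for 238 ST and 245 WT probes, and the L2FC of 63 and 76 of these had opposite signs in the batches. With WY14643 it differed for 63 ST and 279 WT probes at 8 µM and for 74 and 117 at 200 µM. With 400 µM acetaminophen it differed for 0 probes in both assays, where 125 and 1338 had an unadjusted p under 0.05. Treated and vehicle wells were then regrouped within each batch, in 100 ways for ST and 25 for WT, the real one included. As many probes were found in 6 and 3 of these for 10000 µM acetaminophen, in 4 and 1 for 8 µM WY14643, in 4 and 1 for 200 µM WY14643, and in 100 and 25 for 400 µM acetaminophen. For 10000 µM acetaminophen, other groupings gave up to 1160 ST and 5725 WT probes, so its numbers are within what other groupings give. The same holds for WY14643 by ST, where other groupings gave up to 541 probes at 8 µM and 749 at 200 µM. By WT, they gave at most 1 and 18 for WY14643. A grouping that mixes treated and vehicle wells unequally in the batches makes a difference between them by itself.

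The numbers also moved with single replicates. For 10000 µM acetaminophen, 80 WT probes were left without vehicle replicate 1, and for 8 µM WY14643, 53 WT probes without treatment replicate 2 and 21 ST probes without vehicle replicate 3. For 200 µM WY14643, 34 ST and 50 WT probes were left without vehicle replicate 3, and for 400 µM acetaminophen, leaving out treatment replicate 1 gave 271 and 316 probes. A batch is one rat, one preparation and one sequencing run, so a difference between the rats and a difference between the runs cannot be told apart.

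With 0.08 µM doxorubicin, the response differed between batches for 131 ST and 116 WT probes. As many probes came out in 1 of the 100 ST groupings and 2 of the 25 WT ones, the real one included. Other groupings gave up to 116 ST and 1861 WT probes, so the WT number is within what other groupings give. Among the probes of the real grouping, absolute L2FC was the larger in batch 2 for 128 and 116. L2FC of 108 and 98 of them had opposite signs in the batches. Without vehicle replicate 3, 30 ST and 8 WT probes were left, and without treatment replicate 3 there were 211 and 400. Batch 1 had 0 DEGs in both assays for this treatment, with 18 and 158 at an unadjusted p under 0.05, and batch 2 had 343 and 1012. The ST wells were shallower in batch 1, with a median of 1168067 reads against 1446624, but the WT wells were deeper, with 8753996 against 6028877, which argues against depth. RNA carried over from the wells at 2 µM would have to make up 24.6% (ST) and 26.3% (WT) to raise the genes that rise there, and would lower L2FC no further than -0.41 and -0.44. The genes at least 4-fold lower at 2 µM had a median L2FC of -0.85 and -0.94 at 0.08 µM, and 34 of 40 and 103 of 118 lay below that limit. This argues against carry-over as the whole cause. L2FC at both concentrations rests on the same vehicle wells, so a deviation of those wells would lower these genes as well.

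For the part of the vehicle wells in this response, the values point both ways. With 2 µM of batch 1, which shares no well, L2FC at 0.08 µM in batch 2 had r = 0.110 (ST) and 0.169 (WT) across all probes, ranks 8 and 7 among the 14 low concentrations, as a deviation of the vehicle wells would give. Set against the other 7 low concentrations of its plate in place of vehicle, 0.08 µM doxorubicin had 357 ST and 1050 WT DEGs in batch 2, and 34 and 56 in batch 1. These numbers alone decide nothing, since the vehicle wells had 238 and 525 in the like comparison in batch 2, 18 µM chloramphenicol had 359 ST DEGs with 49 against vehicle and 16 µM diclofenac 919 WT DEGs with 79 against vehicle. Of the 343 ST and 1012 WT DEGs against vehicle, though, 220 (64.1%) and 633 (62.5%) were DEGs of the same sign against the other low concentrations, which argues against the vehicle wells as the whole cause. That share was 28.6% for 18 µM chloramphenicol by ST and 43.04% for 16 µM diclofenac by WT, and for 4 µM sulfasalazine it was 1.79% and 3.89%. Across the DEGs of batch 2, r with the mean of the other low concentrations was 0.665 and 0.612 and with 2 µM of the same batch 0.722 and 0.737, both raised by the shared vehicle wells. The highest r with a single other low concentration was that with 400 µM isoniazid, 0.801 and 0.818, above r with 2 µM, as a part of the vehicle wells in this response would give. A handling difference in these wells of batch 2 and a stronger response of the second rat's hepatocytes to doxorubicin stay open, and with 1 rat per batch they cannot be told apart.

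The paper's text gives no result for the culture medium wells. Against vehicle, culture medium had 47 ST and 140 WT DEGs in batch 1 and 539 and 1449 in batch 2. Between batches, 34 of 35 shared ST DEGs and 118 of 118 shared WT DEGs had the same sign, as did 73.3% and 91.3% of the DEGs of batch 2. In a fit of these wells alone there were 130 ST and 277 WT DEGs in batch 1 and 463 and 1745 in batch 2. Of the 10 splits of the wells of batch 1, which cannot give a share under 0.05, 1 gave as many in each assay, the real one, and of 100 splits drawn for batch 2, 1 did in each, with at most 177 and 383 in another. With one vehicle replicate left out, batch 1 had as few as 21 ST and 54 WT DEGs, both without vehicle replicate 3. In batch 2, plate 2 alone gave 233 ST and 2224 WT DEGs and plate 3 alone 178 and 628. Without the shallowest well there were 420 and 1621.

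Culture medium wells lay left of the vehicle wells in batch 1 and right of them in batch 2. An effect of position would make L2FC correlate negatively between batches, and r across all probes was 0.447 for ST and 0.514 for WT, which argues against it. Thinned to the shallowest well, batch 2 still had 444 ST and 1197 WT DEGs, which argues against depth. In culture medium, the cholesterol synthesis list was higher than in vehicle (camera, adjusted p = 8.12e-04 for ST and 3.88e-04 for WT), and TNF-NFκB signaling (0.00228 and 0.00150) and the interferon response (0.00482 and 0.00127) were lower, calls that fry also made. Fatty acid oxidation was lower by ST alone (0.00921) and oxidative phosphorylation higher by WT alone (0.0307, not by fry), and the other 6 lists were not called. A response to the DMSO in the vehicle is a candidate explanation, found and tested on the same wells, and differences in how the wells were filled were not tested.

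Between the 3 vehicle wells of plate 2 and the 3 of plate 3 in batch 2, which the paper's text does not compare, 8 ST and 1327 WT probes were DEGs (238 and 3063 at an unadjusted p under 0.05). Of the 10 splits of the 6 wells, which cannot give a share under 0.05, 1 gave as many in each assay, the real one, and the others gave at most 1. Leaving out one replicate of each plate in turn left 459, 340 and 1004 WT DEGs and 1, 45 and 1 ST DEGs. The WT differences were small, with a median absolute L2FC of 0.40. In the culture medium wells, the same comparison gave 0 DEGs in both assays, with 25 and 349 at an unadjusted p under 0.05. Across WT probes, L2FC between plates had r = -0.055 between vehicle and culture medium wells, as a chance deviation of these vehicle wells would give and an effect of the whole plate would not. Thinned to one depth, the WT wells still had 1236 DEGs, which argues against depth. Between the ST and WT libraries of the same wells, r was 0.220 with vehicle and 0.115 with culture medium, on either side of the 0.2 set for this test. Of the 232 WT DEGs between the vehicle plates that ST also measured, 177 (76.3%) had the same sign by ST, which goes with a difference already in the lysates for part of them. No value for unchanged wells was computed for this share, so cells or handling before library preparation cannot be told apart from library preparation. The hepatocytes of both plates came from 1 rat, and no biological explanation was tested.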

How the results depend on the processing

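The tests of the main results and their alternatives were set before the data were examined, apart from the alternatives for the difference between the vehicle plates, the interaction of batch and treatment and the named genes, the wells left out and the thinning for the culture medium, its fit on those wells alone, the fits of single WT treatments with only their vehicle wells, and the thinning for the share of probes with 0 counts, which were chosen after seeing the data. The tests of an explanation for doxorubicin, culture medium, the vehicle plates and the order of Table 1 and the tests on the indomethacin library and on valproic acid were also chosen after seeing the data. Over 75 summary results, 490 of 671 comparisons with an alternative stayed on their side of the threshold or within their spread or 1.5 times the count, and 181 did not. No result reversed its direction. Where fewer wells or a stricter requirement made a count smaller, the alternative itself shows why, and for the other changes the cause was not tested.

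Requiring an absolute L2FC of at least 1 lowered the median number of DEGs in every combination of assay, batch and concentration level. For ST, the medians became 4.5 at low and 406 at high concentrations in batch 1, against 8 and 793, and 32 and 439.5 in batch 2, against 163 and 1041. For WT they became 16 and 1498 in batch 1, against 44.5 and 3865, and 74 and 1548 in batch 2, against 287.5 and 4938.5. DESeq2 gave medians of 14.5 ST and 88 WT DEGs at low concentrations in batch 1. Without the filter on low counts, the WT median there was 180, and with only the wells of the treatment and vehicle in the fit the ST median was 25.5. Such WT fits, chosen after seeing the data, gave a median of 520 DEGs at low concentrations in batch 2, and the other WT medians stayed within 1.5 times. Leaving out a vehicle replicate in batch 2 took a well from each plate. Across the fits that each left out one replicate, the medians at low concentrations ran from 3.5 (without treatment replicate 2 or treatment replicate 3) to 27.5 (without treatment replicate 1) for ST and from 12.5 (without treatment replicate 3) to 39 (without vehicle replicate 3) for WT in batch 1. In batch 2 they ran from 66 (without treatment replicate 3) to 154.5 (without treatment replicate 1) for ST and from 83.5 (without treatment replicate 2) to 303.5 (without treatment replicate 1) for WT. None of the medians at high concentrations moved by more than 1.5 times in these fits.

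For 400 µM acetaminophen in batch 1, the 8 ST DEGs became 13 with DESeq2, 3 with only the wells of the treatment and vehicle and 2 with the L2FC requirement, and ran from 1 (without treatment replicate 3) to 31 (without treatment replicate 1) with a replicate left out. The 44 WT DEGs became 106 with DESeq2, 200 without the filter, 11 with only those wells and 14 with the L2FC requirement, and ran from 9 (without treatment replicate 3) to 60 (without vehicle replicate 3). In batch 2, the 186 ST DEGs became 85 with only those wells and 50 with the L2FC requirement, and ran from 96 (without treatment replicate 2) to 186 (without treatment replicate 1). The 217 WT DEGs became 38 with the vehicle wells of the same plate, 115 with only the wells of the treatment and vehicle and 82 with the L2FC requirement, and ran from 40 (without treatment replicate 2) to 408 (without treatment replicate 1). At the other concentrations named, the L2FC requirement was the one change beyond 1.5 times. It left 849 ST DEGs in batch 2 and 4556 and 4498 WT DEGs in batches 1 and 2 for 10000 µM acetaminophen. For 8 µM WY14643 it left 394 and 461 by ST and 1519 and 1942 by WT, and for 200 µM 444 and 448 by ST and 1559 and 1602 by WT.

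The median share of DEGs called in both batches by ST was 14.1% at low concentrations, 20.0% with the L2FC requirement and from 8.31 (without treatment replicate 3) to 14.4 (without vehicle replicate 2) percent with a replicate left out. At high concentrations it was 57.5%, 53.3% without the filter, 55.1% with the L2FC requirement and from 52.6 (without treatment replicate 3) to 55.8 (without treatment replicate 2) percent with a replicate left out. By WT at high concentrations it was 51.7%, 48.0% without the filter, 48.0% with the vehicle wells of the same plate, 47.2% with the L2FC requirement and from 45.8 (without treatment replicate 1) to 50.7 (without treatment replicate 3) percent with a replicate left out. For 10000 µM acetaminophen by ST, the share was 70.4% without the filter and 71.5% with the L2FC requirement, and ran from 71.6 (without treatment replicate 3) to 74.5 (without vehicle replicate 1) percent with a replicate left out. For 400 µM acetaminophen it ran from 0.704 (without treatment replicate 3) to 4.33 (without treatment replicate 1) percent in those fits. For 400 µM diclofenac it was 67.05% and 66.2% and ran from 68.4 (without treatment replicate 3) to 72.4 (without treatment replicate 2) percent. The share of 400 µM caffeine rests on 1 DEG, and it was 0% with RLE size factors, without the filter, with the vehicle wells of the same plate, after thinning and with only those wells in the fit, and ran from 0 (in several fits) to 5.45 (without treatment replicate 1) percent with a replicate left out. The higher share at the high concentration held for all 14 chemicals in both assays with DESeq2, with RLE size factors, without the filter, after thinning and with the vehicle wells of the same plate, and for 13 or 14 with the L2FC requirement or a replicate left out.

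The lowest r of L2FC between ST and WT at low concentrations was 0.953, and it was 0.418 over all genes tested in both, 0.786 with ST of batch 1 against WT of batch 2 and 0.808 the other way round. At high concentrations, 0.977 became 0.915, 0.898 and 0.905 in these settings and 0.965 without the filter. The settings that cross the batches also change the rat and the run. Of the DEGs found by ST alone, 156 became 237 without the filter. With average linkage, 17 ST and 17 WT treatments of 28 lay in the cluster the paper gives, against 28 and 28, since one cluster then took 26 ST and 25 WT treatments. The 105 ST and 139 WT pairs of gene list and treatment called by camera became 43 and 48 with an estimated correlation, and fry called 187 ST pairs. Pairs called in both assays in one direction numbered 92, and 37 with an estimated correlation and 159 by fry. Of 616 further comparisons for single lists, 64 were weaker and 45 stronger, and of 702 for named genes, 10 were weaker. Of 1200 comparisons for the counts of the other treatments, 303 moved by more than 1.5 times, as did 57 of 146 for other values by more than their spread. After thinning batch 2, a setting chosen after seeing the data, the mean share of ST probes with 0 counts was 18.4%.

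For culture medium against vehicle in batch 1, the 47 ST DEGs became 130 with only those wells in the fit and ran from 21 (without vehicle replicate 3) to 29 (without vehicle replicate 2) with a replicate left out, and the 140 WT DEGs became 252 without the filter and 277 with only those wells and ran from 54 (without vehicle replicate 3) to 101 (without vehicle replicate 2). In batch 2, the 1449 WT DEGs ran from 945 (without vehicle replicate 2) to 1241 (without vehicle replicate 3). Between the vehicle wells of plates 2 and 3, the 8 ST DEGs became 70 without the filter and 4 after thinning and ran from 1 (without vehicle replicate 1 or vehicle replicate 3) to 45 (without vehicle replicate 2), and the 1327 WT DEGs ran from 340 (without vehicle replicate 2) to 1004 (without vehicle replicate 3).

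The number of probes whose response differed between batches depended on the test, the filter and the wells. For 400 µM acetaminophen it was 0 by ST and 0 by WT, with 125 and 1338 probes at an unadjusted p under 0.05, and 8 and 28 with DESeq2, 174 by WT without the filter, and from 0 (in several fits) to 271 (without treatment replicate 1) by ST and from 0 (in several fits) to 316 (without treatment replicate 1) by WT with a replicate left out. For 10000 µM, the 245 by WT became 377 with DESeq2 and 439 without the filter and ran from 80 (without vehicle replicate 1) to 362 (without treatment replicate 2). For 8 µM WY14643, the 63 by ST ran from 21 (without vehicle replicate 3) to 56 (without treatment replicate 2), and the 279 by WT became 471 and 691 in those settings and ran from 53 (without treatment replicate 2) to 363 (without treatment replicate 3). For 200 µM, the 74 by ST ran from 34 (without vehicle replicate 3) to 62 (without treatment replicate 1), and the 117 by WT became 194 and 282 and ran from 50 (without treatment replicate 2 or vehicle replicate 3) to 73 (without treatment replicate 1). For 0.08 µM doxorubicin, the 131 by ST ran from 30 (without vehicle replicate 3) to 211 (without treatment replicate 3), and the 116 by WT became 285 and 3.7e2 (to 2 significant digits) and ran from 8 (without vehicle replicate 3) to 400 (without treatment replicate 3). In each of these fits, the replicate was left out of both batches.

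Treatment and vehicle wells share replicate numbers, so the numbers were also fitted as a replicate block in the ST assay. Of the 56 counts of DEGs, 0 moved by more than 1.5 times, and for 10000 µM acetaminophen the block gave 1275 DEGs in batch 1 and 1379 in batch 2. The deviations of wells with one number from their group means had a mean r of 0.0142 and -0.00830 in batches 1 and 2 by ST and 5.44e-05 and -0.0154 by WT, so these wells share only a number. The block was run for ST alone, as planned. The fit of single treatments with their vehicle wells was planned for ST, and after seeing the data it was made for the WT counts of DEGs as well, though not for the WT shares and r between batches. Thinning batch 2 to the depth of batch 1 moved none of the medians of DEGs by more than 1.5 times, while it raised the share of probes with 0 counts, which depth therefore limits.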

Differences from the paper's values

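The WT fits of only the wells of a treatment and its vehicle were chosen as an alternative after seeing the values. No other test in this part was chosen only after its result was seen. Apart from the alphabetical reading of Table 1, the other alternatives named were all set before the data were examined. Of the 178 values of the paper that were compared, 71 lay further from the values here than 1.5 times or, for r, than their error. The numbers of DEGs in Table 1 made up 61 of these, out of 112. With DESeq2, the package the paper's methods name, 57 of the 112 differed, with RLE size factors 61, without the filter 65, with the L2FC requirement 96, and with a replicate left out from 69 to 75. With only the wells of the treatment and vehicle in the fit, 68 of the 112 differed. Of the 56 ST numbers, 28 differed with the replicate number as a block, and of the 56 numbers of batch 2, 32 differed with the vehicle wells of the same plate and 28 after thinning. All these comparisons, and those listed next, take Table 1 under its printed chemical names. With its counts read in alphabetical order of the chemicals, 98 of the 112 were within 1.5 times, and 111 with DESeq2. The alternatives said below to close or not to close a gap leave this reading out. A setting that closes a gap under a printed name is therefore not shown to be its cause.

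For 400 µM acetaminophen, the paper's values were 16 by ST in batch 1 and 103 by WT in batch 1, against 8 and 44 here. Closing settings were found for the ST count of batch 1 with DESeq2 (13) and the WT count of batch 1 with DESeq2 (106). With 400 µM caffeine, 5, 34, 3 and 82 DEGs were found here, against the paper's 49 by ST in batch 1, 240 by ST in batch 2, 299 by WT in batch 1 and 1307 by WT in batch 2. No alternative closed these gaps. For 10000 µM caffeine, the paper's values were 471 by ST in batch 1, 676 by ST in batch 2 and 1945 by WT in batch 1, against 1052, 1272 and 5399 here. Under the printed name, the L2FC requirement closed it for ST in batch 1 (657) and batch 2 (665) and for WT in batch 1 (2615). In alphabetical order, these printed values fall to the high concentration of sulfasalazine, which had 483, 674 and 1947 here without that requirement. This argues against the L2FC requirement as the reason for these gaps. With 18 µM chloramphenicol, 4, 49, 11 and 159 DEGs were found here, against the paper's 433 by ST in batch 1, 740 by ST in batch 2, 1549 by WT in batch 1 and 2668 by WT in batch 2. No alternative closed these gaps. For 450 µM chloramphenicol, the paper's values were 929 by ST in batch 1, 1232 by ST in batch 2, 5045 by WT in batch 1 and 6796 by WT in batch 2, against 442, 715, 930 and 3410 here. These gaps stayed in every alternative. With 16 µM diclofenac, 6 DEGs were found here, against the paper's 10 by WT in batch 1. The gap closed for the WT count of batch 1 with DESeq2 (15) and without treatment replicate 2 (7).

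For 0.08 µM doxorubicin, the paper's values were 16 by ST in batch 1, 100 by ST in batch 2, 72 by WT in batch 1 and 424 by WT in batch 2, against 0, 343, 0 and 1012 here. Closing settings were found for the ST count of batch 2 without treatment replicate 2 (85) and with the L2FC requirement (117), and for no other of these counts. With 2 µM doxorubicin, 221, 604, 637 and 2138 DEGs were found here, against the paper's 706 by ST in batch 1, 1044 by ST in batch 2, 3307 by WT in batch 1 and 4948 by WT in batch 2. No alternative closed these gaps. For 12 µM indomethacin, the paper's values were 4 by ST in batch 1, 68 by ST in batch 2, 17 by WT in batch 1 and 218 by WT in batch 2, against 57, 216, 158 and 549 here. It closed for the WT count of batch 2 with the vehicle wells of the same plate (314), and for no other of these counts. With 300 µM indomethacin, 787 and 4254 DEGs were found here, against the paper's 447 by ST in batch 1 and 966 by WT in batch 1. The gap closed for the ST count of batch 1 without treatment replicate 3 (659) and with the L2FC requirement (422), and for no other of these counts. For 400 µM isoniazid, the paper's values were 11 by ST in batch 1, 59 by ST in batch 2, 13 by WT in batch 1 and 108 by WT in batch 2, against 1, 6, 1 and 6 here. Closing settings were found for the ST count of batch 2 with only the wells of the treatment and vehicle in the fit (58) and the WT count of batch 2 with only the wells of the treatment and vehicle in the fit (87, a setting chosen after seeing the values), and for no other of these counts. With 10000 µM isoniazid, 580, 787, 2079 and 3113 DEGs were found here, against the paper's 1167 by ST in batch 1, 1354 by ST in batch 2, 5822 by WT in batch 1 and 7272 by WT in batch 2. No alternative closed these gaps. For 0.6 µM ketoconazole, the paper's values were 1 by ST in batch 1, 355 by ST in batch 2, 0 by WT in batch 1 and 1070 by WT in batch 2, against 7, 80, 45 and 323 here. It closed for the ST count of batch 1 without treatment replicate 2 (1) and the WT count of batch 2 with only the wells of the treatment and vehicle in the fit (816, a setting chosen after seeing the values), and for no other of these counts. With 15 µM ketoconazole, 711, 1058, 3427 and 4937 DEGs were found here, against the paper's 226 by ST in batch 1, 589 by ST in batch 2, 673 by WT in batch 1 and 2166 by WT in batch 2. The gap closed for the ST count of batch 1 with the L2FC requirement (335), the ST count of batch 2 with the L2FC requirement (431) and the WT count of batch 2 with the L2FC requirement (1448), and for no other of these counts.

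For 160 µM ranitidine, the paper's value was 20 by WT in batch 2, against 8 here. Closing settings were found for the WT count of batch 2 with DESeq2 (18) and without treatment replicate 3 (17). With 4 µM sulfasalazine, 43 and 1207 DEGs were found here, against the paper's 68 by ST in batch 1 and 667 by WT in batch 2. It closed for the ST count of batch 1 with DESeq2 (48) and with the replicate number as a block (50) and the WT count of batch 2 without the filter (924), without vehicle replicate 1 (848), without vehicle replicate 2 (978) and without vehicle replicate 3 (612). For 100 µM sulfasalazine, the paper's values were 775 by ST in batch 1 and 4112 by WT in batch 1, against 483 and 1947 here. The gap closed for the ST count of batch 1 with only the wells of the treatment and vehicle in the fit (636) and with the replicate number as a block (519), and for no other of these counts. With 400 µM valproic acid, 433, 750, 1540 and 2615 DEGs were found here, against the paper's 2 by ST in batch 1, 8 by ST in batch 2, 2 by WT in batch 1 and 12 by WT in batch 2. No alternative closed these gaps. For 10000 µM valproic acid, the paper's values were 585 by ST in batch 1, 769 by ST in batch 2, 2087 by WT in batch 1 and 3177 by WT in batch 2, against 929, 1245, 5294 and 6762 here. Closing settings were found for the ST count of batch 1 without vehicle replicate 1 (857), without vehicle replicate 2 (833), without treatment replicate 2 (865), without vehicle replicate 3 (846), without treatment replicate 3 (780) and with the L2FC requirement (522), the ST count of batch 2 without treatment replicate 2 (1151) and with the L2FC requirement (654), the WT count of batch 1 with the L2FC requirement (2250) and the WT count of batch 2 with the L2FC requirement (2877).

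The paper's lowest read depth in batch 2 of the WT assay is 4.4 M reads, against 2.29 M here. With the treated wells only, it was 4.35 M. The paper gives diclofenac 5 times the DEGs of caffeine at 400 µM by ST in batch 2, against 40.7 times here, and no alternative set before the data were examined closed this gap.

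In Supplementary Fig. 3, r of L2FC between concentrations by WT in batch 2 is about 0.44 for acetaminophen, read by eye, against 0.347 here, about 0.94 for sulfasalazine against 0.935, and about 0.30 for valproic acid against 0.265, and with DESeq2 these values were 0.388, 0.937 and 0.286. It is about 0.87 for doxorubicin against 0.835 here, about 0.75 for indomethacin against 0.726 and about 0.24 for ranitidine against -0.475, gaps that DESeq2 did not close. The same figure shows about 10 DEGs at both concentrations for isoniazid against 5 here and about 15 for ranitidine against 6, and DESeq2 gave 10 and 13.

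The paper names 0.6 µM ketoconazole in batch 1 as the treatment with the fewest DEGs. Here it was 0.08 µM doxorubicin in batch 1, with 0 DEGs by ST and 0 by WT and 18 and 158 probes at an unadjusted p under 0.05. The paper has the most ST DEGs in batch 2 with the high concentration of acetaminophen, and here 400 µM diclofenac had 1384 against 1376 with 10000 µM acetaminophen. The paper gives a negative r between batches for 18 µM chloramphenicol by ST, where 2 shared DEGs gave no r here, nor with DESeq2.

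The paper has the interferon responses lowered by sulfasalazine in both assays. The interferon response list was not called at 100 µM here (camera, adjusted p = 0.0700 by ST and 0.0838 by WT), but fry called it (adjusted p = 0.00376 and 0.0226), and so did camera on batch 1 alone (0.0102 and 0.0142). At 4 µM it was called in no setting. The paper has the gene sets of the immune category lowered by indomethacin. The interferon response list was not called at 300 µM (adjusted p = 0.0795 and 0.123), while fry called it in both assays (1.10e-05 and 9.68e-04) and batch 1 alone did by ST (0.0367), and at 12 µM it was called in no setting. The paper counts xenobiotic metabolism and oxidative phosphorylation among the gene sets enriched by WY14643. At 8 µM, the xenobiotic metabolism list was called by fry alone (2.83e-06 by ST and 7.64e-04 by WT). Its DEGs there lay on both sides, 6 higher and 10 lower by ST, with a median L2FC of -0.17 over the list, and 9 higher and 10 lower by WT, with a median of 0.15, so most of the list did not shift in one direction. At 200 µM by ST it was called by fry (9.08e-30) and with batch 1 alone (0.0230). By ST, oxidative phosphorylation was called at 8 µM by fry alone (1.69e-04) and at 200 µM in no setting (camera, adjusted p = 0.882). Bile acid metabolism by WT at 8 µM (adjusted p = 0.173) was called by fry (3.15e-08) and with batch 1 alone (0.0495). Among the drugs that enrich the peroxisome gene set as WY14643 does, the paper lists simvastatin at the high concentration and again at both concentrations. Only the second listing differs from the result here. At 2.4 µM, the peroxisome list was lower than in vehicle by WT (camera, adjusted p = 8.08e-04) and not called by ST (0.163), where fry called it lower (0.0465).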

Other observations

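The tests on the indomethacin library and on valproic acid were chosen only after the result was seen. As printed, 51 of the 112 numbers of DEGs in Table 1 were within 1.5 times the numbers found here, with Spearman's rho of 0.780. A candidate explanation is that the count columns of the table follow the alphabetical order of the chemicals, while the names are grouped by DILI concern. Read in alphabetical order, 98 of the 112 were within 1.5 times, with rho of 0.999. In a permutation test, none of 100000 random orders of the chemicals gave a smaller mean absolute log2 ratio of printed to computed counts than this order, p = 1.00e-05, the smallest they can give. With DESeq2, 111 of the 112 were within 1.5 times in alphabetical order and 15 were equal, against 55 as printed. The paper's statement on diclofenac and caffeine at 400 µM goes with the printed order, in which the paper's ST numbers of batch 2 are 1244 and 240, while in alphabetical order they are 1354 and 45, against 1384 and 34 here. Likewise the 1 ST and 0 WT DEGs printed for 0.6 µM ketoconazole in batch 1 fall to 0.08 µM doxorubicin in alphabetical order, which had 0 and 0 here. The test could have favoured the printed order, and 5 of the 14 chemicals stand in one place in both orders.

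More DEGs in batch 2 than in batch 1 might come from its larger number of vehicle wells or its higher depth. With the 3 vehicle wells of the same plate, 24 treatments by ST and 26 by WT still had more DEGs in batch 2, and with batch 2 thinned to the depth of batch 1, 27 and 26 did. Both results argue against these as the whole cause. A difference between the rats and other differences between the runs remain, and each batch holds both.

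The treated and vehicle wells of each treatment were regrouped in all other ways that keep the group sizes, or in a draw of them, and refitted by themselves. In batch 1 there are 10 splits, so no share can be under 0.05. The real split alone gave as many DEGs, 1 of 10, for 24 of 28 treatments by ST and 22 by WT. By ST, 400 µM caffeine and 0.08 µM doxorubicin had 0 DEGs and thus 10 of 10, and 18 µM chloramphenicol (7 DEGs, up to 25 in another split) and 16 µM diclofenac (1 DEG, up to 5) had 2 of 10. By WT, 400 µM caffeine, 16 µM diclofenac and 0.08 µM doxorubicin had 0 DEGs and 10 of 10, and a split of the diclofenac wells that crosses treatment gave 792. For 400 µM isoniazid, 160 µM ranitidine and 4 µM sulfasalazine, it was 2 of 10, with up to 14, 237 and 502 DEGs in the other split. In batch 2, the real one of 84 ST splits alone gave as many, 1 of 84, for 26 treatments, and 16 µM diclofenac and 160 µM ranitidine had 2 of 84, with up to 125 and 8 in the other. Of 25 WT splits, it was 1 of 25 for 26 treatments and 2 of 25 for 18 µM chloramphenicol and 160 µM ranitidine, with up to 372 and 9.

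For results over all treatments, wells were shuffled between treatments within each batch. The union of ST DEGs, 1756 genes, was reached in 1 of 40 shuffles, the real one, and the others gave at most 618. As many pairs of gene list and treatment as the 105 ST and 139 WT pairs called by camera came up in 14 of 100 ST and 3 of 25 WT shuffles, the real one included. Shuffled wells had a median of 81 and 103.5 such pairs, so the number of calls under the preset correlation is close to what mixed groups give. The union of WT DEGs was not tested in this way.

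In batch 1 the vehicle wells lay on 1 of 2 plates, so L2FC of the chemicals on the other plate holds any difference between plates. If that mattered at low concentrations, L2FC would correlate more between chemicals of one plate. Over all 3003 assignments of the 14 chemicals to the plates, the exact one-sided p was 0.402 by ST and 0.0653 by WT in batch 1. A plate effect in batch 1 and the treatments of that plate cannot be told apart, since no vehicle well lay on it. In batch 2, where both plates had vehicle wells, p was 0.204 and 0.0816.

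The WT library of 12 µM indomethacin replicate 1 in batch 2 had 0 counts for 26.9% of the probes, against 38.6% and 37.5% in the other replicates and 33.03% to 43.6% in the other wells of the batch. Thinned to the shallower of those replicates, it still had 29.5%, which argues against depth. The ST library of the well had 14.2%, lower than the 15.4% and 16.2% of the other replicates but within the 12.8% to 21.1% of the ST wells of the batch, so the RNA of the well stays open. Reads from other wells of the assay could not give the 42 probes that had counts in this library alone, against a median of 2 and at most 11 in the other 185. Mean counts of the 8473 probes with under 1 count on average elsewhere were 0.610 in this library and at most 0.559 in any other. Without the well, the 549 WT DEGs of this treatment became 388. A source of reads outside these wells stays open as well, and no biological explanation was tested.

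With 10000 µM valproic acid, fewer WT probes had 0 counts than with vehicle, 35.2 ± 1.65% (SD, n = 3 wells) against 37.7 ± 0.881% (n = 3) in batch 1 and 33.7 ± 0.188% (n = 3) against 37.7 ± 0.887% (n = 6) in batch 2. The exact one-sided permutation p was 0.1 in batch 1, where 3 wells against 3 cannot give less than 0.05, and 0.0119 in batch 2. Thinned to one depth, the highest well with valproic acid had 38.98% and 39.5% in the batches, under the lowest vehicle well with 41.3% and 42.1%. Without the 10 most abundant probes, at one depth, the values were 39.1% and 39.7% against 41.2% and 42.3%. For the WT values, both results argue against depth and against a few abundant genes as the cause. By ST assay at one depth, the mean of batch 2 was 17.1% with valproic acid against 18.1% with vehicle, and without those probes it was 18.1% with both, so the difference went with them. These probes held 19.5% of the ST counts with valproic acid in batch 2 and 32.95% with vehicle, and a few abundant genes stay open as the cause there. In batch 1 the ST means were 18.6% against 20.6% with those probes and 18.8% against 20.5% without them. A wider range of transcripts at this concentration may be behind the WT values, as a hypothesis found and tested on the same wells.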
